# H3K9 methylation regulates heterochromatin silencing through incoherent feedforward loops

**DOI:** 10.1126/sciadv.adn4149

**Published:** 2024-06-26

**Authors:** Kannosuke Yabe, Asuka Kamio, Satoyo Oya, Tetsuji Kakutani, Mami Hirayama, Yuriko Tanaka, Soichi Inagaki

## Abstract

Histone H3 lysine-9 methylation (H3K9me) is a hallmark of the condensed and transcriptionally silent heterochromatin. It remains unclear how H3K9me controls transcription silencing and how cells delimit H3K9me domains to avoid silencing essential genes. Here, using *Arabidopsis* genetic systems that induce H3K9me2 in genes and transposons de novo, we show that H3K9me2 accumulation paradoxically also causes the deposition of the euchromatic mark H3K36me3 by a SET domain methyltransferase, ASHH3. ASHH3-induced H3K36me3 confers anti-silencing by preventing the demethylation of H3K4me1 by LDL2, which mediates transcriptional silencing downstream of H3K9me2. These results demonstrate that H3K9me2 not only facilitates but orchestrates silencing by actuating antagonistic silencing and anti-silencing pathways, providing insights into the molecular basis underlying proper partitioning of chromatin domains and the creation of metastable epigenetic variation.

## INTRODUCTION

Ever since its discovery more than two decades ago, H3K9me has been regarded as the “heterochromatin mark,” which represses the transcriptional activity of underlying DNA (*1*, *2*). H3K9me is associated with heterochromatin in many eukaryotes including metazoans, fungi, ciliates, and plants and is involved in a variety of epigenetic phenomena, such as transposon silencing, imprinting, position effect variegation, and cell differentiation (*3*–*6*). In some lineages of eukaryotes, such as vertebrates and plants, H3K9me is colocalized with DNA cytosine methylation (mC), which also plays a role in gene silencing (*7*, *8*). In the plant *Arabidopsis thaliana*, H3K9 dimethylation (H3K9me2) and methylation at the CHG and CHH sites (H is A, T, or C; collectively referred to as mCH) are maintained through a self-reinforcing loop that is regulated by the H3K9 methyltransferases SUPPRESSOR OF VARIEGATION 3-9 HOMOLOGs (SUVH4/5/6) and DNA methyltransferases CHROMOMETHYLASEs (CMT2/3) (*7*). Although the mechanisms to establish and maintain these heterochromatin marks in repressed regions of the genome have been elucidated (*7*, *9*), how these marks silence transcription is largely unknown. In particular, the functions of these marks, aside from facilitating transcription silencing, have yet to be found.

Because heterochromatin formation is not a digital all-or-none phenomenon but rather a quantitative trait, different heterochromatin states have different dynamics and different genetic requirements (*10*–*12*). Furthermore, the inherently spontaneous nature of heterochromatin formation necessitates mechanisms that continuously counteract heterochromatin (*10*, *12*, *13*). Therefore, we focused on elucidating the mechanisms of establishing de novo heterochromatin formation and its counteraction using two experimental systems, in which we investigated the early steps of heterochromatin (i.e., H3K9me2/mCH) formation in genes and transposable elements (TEs) (*14*, *15*). Our results revealed the unanticipated role of H3K9me2/mCH in counteracting heterochromatin silencing by recruitment of the euchromatic mark H3K36me3, which we propose is an intrinsic fail-safe mechanism that prevents the uncontrolled spreading of heterochromatin.

## RESULTS

### Screening for factors that modulate transcription silencing

To elucidate the epigenome dynamics in heterochromatin silencing that is under the control of H3K9me2 and mCH in *Arabidopsis*, we leveraged a genetic mutant, *increase in BONSAI methylation 1* (*ibm1*), which ectopically accumulates H3K9me2/mCH in the transcribed regions (gene bodies) of more than 3000 active genes (*14*, *16*, *17*). *ibm1*-induced H3K9me2/mCH in gene bodies causes a decrease in H3K4 monomethylation (H3K4me1) by the LSD1 family histone demethylase LDL2, which leads to transcriptional repression (Fig. 1A) (*18*). Accordingly, the developmental phenotypes of the *ibm1* mutant are suppressed by the loss-of-function mutations of the *LDL2* gene due to the recovery of H3K4me1 and the gene expression. Here, we focused on the pathway by which H3K9me2/mCH induces a loss of H3K4me1 by LDL2 in gene bodies. We noticed that the extent of the decrease in H3K4me1 in the *ibm1* mutant showed great variation among the genes with hyper H3K9me2 in *ibm1* (fig. S1A) and thus reasoned that there may be additional factor(s) that modulate the LDL2-mediated silencing pathway under the control of H3K9me2/mCH (“silencer” and/or “anti-silencer”; Fig. 1A). To explore the underlying mechanisms, we searched for other chromatin features that are associated with the loss of H3K4me1 triggered by H3K9me2/mCH. With linear regression analyses of H3K9me2/mCH-induced H3K4me1 changes and each epigenomic feature, including H3K4me, H3K36me, H3K27me, H2B ubiquitination (H2Bub), H2A/H3 variants, and RNA polymerase II (RNAPII), we found that the genes with low levels of H3K36me3 and H2Bub showed tendencies to lose H3K4me1 in response to H3K9me2/mCH (Fig. 1, B to D, and fig. S1, B and C). On the other hand, genes with higher levels of H2A.Z and H2A.W were more prone to the loss of H3K4me1 induced by H3K9me2/mCH (Fig. 1B and fig. S1, B and C).

**Fig. 1.**
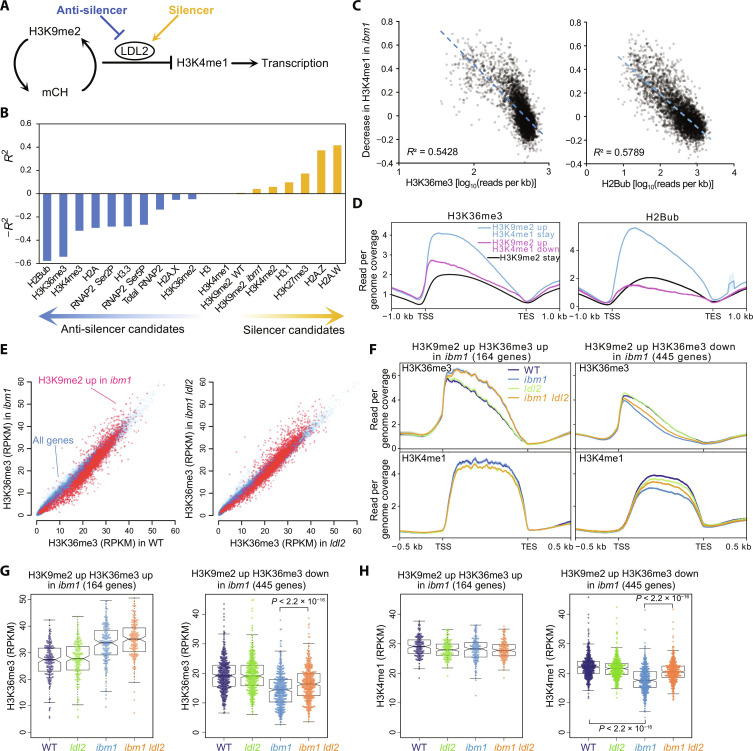
H3K36, as a putative anti-silencer, is induced by H3K9me2/mCH. (**A**) Hypothetical factors that modulate silencing triggered by H3K9me2/mCH. (**B**) Screening for other chromatin features that are correlated with the loss of H3K4me1 triggered by H3K9me2/mCH in *ibm1*. Pearson’s *R*^2^ (coefficient of determination) values for factors positively correlated with the loss of H3K4me1 (silencer candidates) and −*R*^2^ values for factors negatively correlated with the loss of H3K4me1 (anti-silencer candidates) are shown. (**C**) Correlations between H3K36me3 levels (*20*) (left) and H2Bub levels (*44*) (right) and the “decrease in H3K4me1 in *ibm1*” (see Materials and Methods) are shown as scatter plots, linear regression lines, and Pearson’s *R*^2^. Each dot represents a gene that accumulates H3K9me2 in *ibm1*. *n* = 3395. (**D**) Intragenic patterns of H3K36me3 and H2Bub in WT around genes categorized by H3K9me2 and H3K4me1 changes in *ibm1*. Among 3395 genes that accumulate H3K9me2 in *ibm1* (“H3K9me2 up”), 722 genes showed clear decreases in H3K4me1 (“H3K4me1 down”), but others did not (“H3K4me1-stay”) (*18*). (**E**) H3K36me3 [reads per kilobases per million mapped reads (RPKM)] in *ibm1* and *ldl2* for all genes (blue) and genes accumulating H3K9me2 in *ibm1* (red). (**F**) Intragenic patterns of H3K36me3 (top) and H3K4me1 (bottom) around genes categorized by H3K9me2 and H3K36me3 changes in *ibm1*. (**G** and **H**) H3K36me3 (G) and H3K4me1 (H) levels (RPKM) in WT and mutants. Each circle represents each gene in gene groups categorized by H3K9me2 and H3K36me3 changes in *ibm1* [same as (F)]. In the boxplots, the centerline corresponds to the median, the notch represents the 95% confidence interval of the median, the upper and lower limits of the box correspond to the upper and lower quartiles, and the whiskers indicate the data range within 1.5× of the interquartile range (IQR). The *P* values are based on paired *t* tests.

### H3K9me2/mCH promotes H3K36me3 in gene bodies

From the above results, we speculated that H3K36me3 and/or H2Bub may protect against the loss of H3K4me1 in *ibm1* (i.e., anti-silencer); thus, we first analyzed H3K36me3 and H2Bub patterns in *ibm1*, *ldl2*, and *ibm1 ldl2* double mutants by chromatin immunoprecipitation sequencing (ChIP-seq). Many genes that gained H3K9me2 and lost H3K4me1 also lost H3K36me3 in *ibm1*, and this loss of H3K36me3 was partially suppressed by *ldl2* (Fig. 1, E to H, and fig. S2, A and B). This result is consistent with recent studies showing that H3K4me1 plays a role in recruiting the H3K36 methyltransferase(s) to gene bodies (*19*, *20*). Strikingly, however, a subset of genes that gained H3K9me2 also accumulated H3K36me3 (Fig. 1, E to G), while H2Bub did not show this change (fig. S2, A and B). The accumulation of the euchromatic mark H3K36me3 triggered by H3K9me2 was rather unexpected and suggests an unconventional mechanism. The hyperaccumulation of H3K36me3 was not suppressed by *ldl2* (Fig. 1, E to G), suggesting that H3K9me2 and/or mCH, but not the loss of H3K4me1, triggered the deposition of H3K36me3 (Fig. 2A). While the genes with increased H3K9me2 and decreased H3K36me3 were highly enriched in the genes transcriptionally down-regulated in *ibm1*, the genes with increased H3K9me2 and H3K36me3 were not (fig. S2C), suggesting a role of H3K36me3 in preventing transcriptional silencing.

**Fig. 2.**
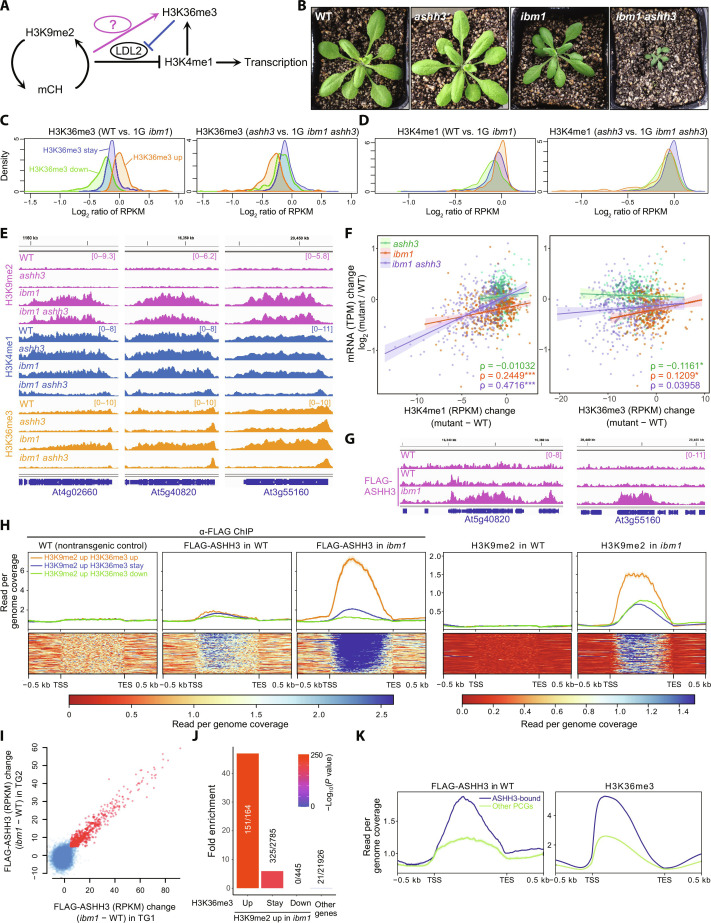
ASHH3 mediates H3K9me2/mCH-triggered H3K36me3 to prevent the loss of H3K4me1. (**A**) Model depicting the H3K36me3 promotion by H3K9me2/mCH, which prevents the H3K4me1 loss by LDL2. (**B**) Four-week-old WT, *ashh3*, *ibm1*, and *ibm1 ashh3* plants. (**C** and **D**) Kernel density plots showing the log_2_ ratio of RPKM [H3K36me3 (C) and H3K4me1 (D)] between indicated samples. Gene categories are the same as Fig. 1 (F to H); “H3K9me2 up H3K36me3 up (164),” “H3K9me2 up H3K36me3 down (445),” and “H3K9me2 up H3K36me3 stay (2785).” (**E**) Browser views of H3K9me2, H3K4me1, and H3K36me3 in *ibm1* and *ashh3* around genes that have increased H3K9me2 and H3K36me3 in *ibm1*. (**F**) Scatter plots comparing H3K4me1 changes (left) and H3K36me3 changes (right), with mRNA changes between WT and mutants. Dots represent expressed genes with increased H3K9me2 in 1G *ibm1* (352 genes). Lines represent linear regression and shaded areas represent 95% confidence intervals. Spearman’s correlation coefficient ρ is shown for each WT-mutant comparison. *: 0.01 < *P* value < 0.05; ***P value < 0.0001. (**G**) FLAG-ASHH3 localization in WT and *ibm1* plants around genes with increased H3K9me2 and H3K36me3 in *ibm1* [shown in (E)]. WT on top is the nontransgenic negative control. (**H**) Average profiles of FLAG-ASHH3 and H3K9me2 around genes categorized as (C) (top) and heatmaps around genes in “H3K9me2 up H3K36me3 up” category, sorted by FLAG-ASHH3 level in *ibm1* (bottom). (**I**) Difference of FLAG-ASHH3 signal between WT and *ibm1* in two independent transgenic lines, TG1 and TG2. Blue dots indicate all genes and red dots indicate 497 genes with more ASHH3 accumulation in *ibm1* than in WT. (**J**) Enrichment analysis of the genes with ASHH3 accumulation in *ibm1* (I) in genes categorized by H3K9me2 and H3K36me3 changes in *ibm1*. The color indicates the *P* value of the hypergeometric test. (**K**) Pattern of FLAG-ASHH3 and H3K36me3 in WT around 2029 ASHH3-bound genes and other protein-coding genes (PCGs).

To rule out the possibility that IBM1 itself excludes H3K36me3 from genes independent of the function to remove H3K9me2/mCH, we analyzed the *ibm1 suvh4* double mutant that suppresses *ibm1*-induced H3K9me2/mCH (*14*, *17*). The accumulation of H3K36me3 in *ibm1* was completely suppressed by *suvh4* (fig. S3), supporting the idea that H3K9me2/mCH paradoxically promotes the accumulation of H3K36me3 in gene bodies. Furthermore, the decrease of H3K36me3 in *ibm1* was also suppressed by *suvh4* (fig. S3). Therefore, our findings show that H3K9me2/mCH causes both accumulation and loss of H3K36me3 depending on the target genes. Dependency of H3K36me3 gain on SUVH4 strongly suggests that H3K9me2 and H3K36me3 co-occur in the same and/or surrounding nucleosomes in the same nucleus; however, how common the bivalent nucleosomes of H3K9me2/H3K36me3 are is still unknown.

### ASHH3-mediated H3K36me3 protects against silencing

The genes that accumulated H3K36me3 in *ibm1* tended to retain H3K4me1 (Fig. 1, F to H). Considering this result and the global anticorrelation between the H3K36me3 level and the loss of H3K4me1 in *ibm1* (Fig. 1C), we hypothesized that H3K36me3 counteracts the loss of H3K4me1 mediated by LDL2 (Fig. 2A). To test this possibility and identify the H3K36 methyltransferase(s) responsible for H3K36me3 accumulation in *ibm1*, we made double mutants of *IBM1* and four predicted H3K36 methyltransferase genes, *ASHH1*, *ASHH2*, *ASHH3*, and *ASHH4*. Strikingly, we found that *ashh3* mutants strongly enhanced the developmental phenotypes of *ibm1*, while the other mutants did not (Fig. 2B and fig. S4A), suggesting that ASHH3 is responsible for the induction of H3K36me3 in response to H3K9me2/mCH in *ibm1*. To test this hypothesis, we performed ChIP-seq for H3K4me1, H3K9me2, and H3K36me3 in *ibm1* and the *ibm1 ashh3* double mutant. The developmental phenotypes and sterility in *ibm1* progressively become severe across generations in response to the progressive accumulation of H3K9me2/mCH (*17*, *21*), but *ibm1 ashh3* plants were already very defective in development and almost completely sterile in the first generation (Fig. 2B). Therefore, we performed ChIP-seq using the first generation of *ibm1* and *ibm1 ashh3*. In the first generation, ~400 genes consistently accumulated H3K9me2 in both *ibm1* and *ibm1 ashh3* (fig. S5A). Although the number of genes accumulating H3K9me2 is much fewer in first-generation *ibm1* and *ibm1 ashh3*, genes with increased H3K9me2 in third-generation *ibm1* (Fig. 1F) showed similar change in H3K36me3 level in the first generation *ibm1* compared to the wild type (WT), albeit to a lesser extent than in the third-generation *ibm1* (Fig. 2C, left). However, the increase in H3K36me3 was not caused by *ibm1* in the *ashh3* background (Fig. 2C, right), confirming that ASHH3 is responsible for H3K36me3 in response to H3K9me2/mCH. Furthermore, H3K4me1 was decreased in *ibm1 ashh3* compared to that in *ibm1* in the genes that accumulate H3K9me2 and H3K36me3 in *ibm1* (Fig. 2, D and E, and fig. S5, A and B), supporting the idea that ASHH3-mediated H3K36me3 protects against the loss of H3K4me1 that is mediated by LDL2. The loss of H3K4me1 in *ibm1 ashh3* (and in *ibm1* to a smaller extent) was significantly correlated with the down-regulation of transcription, while the loss of H3K36me3 had a much weaker correlation (Fig. 2F). These results suggest that H3K4me1 is more critical for maintaining the transcriptional activity of genes than H3K36me3. Last, using FLAG-ASHH3 transgenic plants that complement the developmental phenotypes of *ibm1 ashh3* double mutant (fig. S4B), we showed that genes that accumulate H3K9me2/mCH and H3K36me3 attract ASHH3 proteins in *ibm1* (Fig. 2, G and H). We identified 497 genes that show increased ASHH3 localization in *ibm1* compared to WT using two independent FLAG-ASHH3 transgenic plants (Fig. 2I), and these genes are significantly overlapped with genes that accumulate H3K9me2 and H3K36me3 in *ibm1* (Fig. 2J). Together, these results show that the accumulation of H3K9me2/mCH in gene bodies triggers ASHH3 recruitment and the consequent deposition of H3K36me3, which likely counteracts the loss of H3K4me1 mediated by LDL2 and transcriptional repression (Fig. 3A). The result that H3K36me3 was decreased in *ibm1 ashh3* compared to that in *ashh3* (Fig. 2, C and E, and fig. S5, A and B) suggests that H3K4me1 also induces the deposition of H3K36me3, possibly by ASHH2, which recognizes H3K4me1 through the CW domain (*19*).

**Fig. 3.**
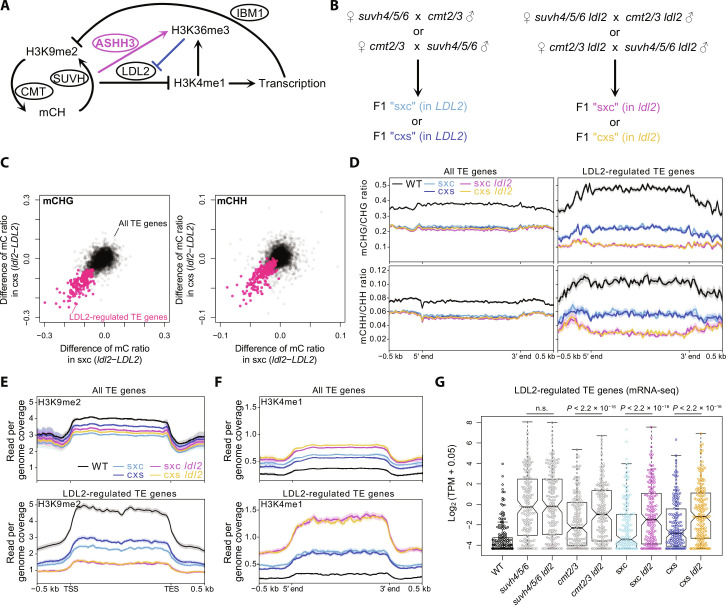
LDL2 facilitates TE silencing by removing H3K4me1. (**A**) A model depicting the H3K9me2/mCH-promoted H3K36me3 by ASHH3, which prevents the loss of H3K4me1 mediated by LDL2. Transcribed sequences are targeted by IBM1 for H3K9 demethylation (*14*). Therefore, the antagonistic actions of LDL2 and ASHH3 are predicted to affect H3K9me2/mCH dynamics through feedback regulation. (**B**) Experimental design for analyzing the function of LDL2 in TE silencing. (**C**) Effects of *ldl2* mutation on mCHG (left) and mCHH (right) establishment in sxc (*x* axis) and cxs (*y* axis). Each dot represents a TE-encoded gene (“TE gene”; *n* = 3728), and red dots represent “LDL2-regulated TE genes” (*n* = 194), which show lower mCHG in sxc *ldl2* and cxs *ldl2* than in sxc *LDL2* and cxs *LDL2*, respectively (see Materials and Methods). Averages of biological replicates are plotted. (**D**) Averaged profiles of mCHG and mCHH in WT and four F1 lines around all TE genes (left) and LDL2-regulated TE genes (right). (**E** and **F**) H3K9me2 (E) and H3K4me1 (F) patterns in WT and four F1 lines around all TE genes (top) and LDL2-regulated TE genes (bottom). (**G**) mRNA levels [log_2_ of transcripts per million (TPM) + 0.05] of LDL2-regulated TE genes in WT, parental mutant plants, and F1 plants. Each circle represents each TE gene. In the boxplots, the centerline corresponds to the median, the notch represents the 95% confidence interval of the median, the upper and lower limits of the box correspond to the upper and lower quartiles, and the whiskers indicate the data range within 1.5× of the IQR. The *P* values are based on paired *t* tests. n.s., not significant.

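The mRNA levels of the 194 LDL2-regulated TE genes were computed again from the per-gene counts that the authors deposited for 9 genotypes, with 3 libraries each. In these names, sxc is the F1 of a *suvh4/5/6* seed parent and a *cmt2/3* pollen parent, and cxs is the F1 of the reciprocal cross. Counts were converted to TPM with the summed exon length of each gene in the TAIR10.1 annotation, and log2(TPM + 0.05) was averaged over the 3 libraries of each genotype. The median over the 194 genes was -4.32 in WT, the value of a gene without counts, and 99 of the 194 genes had no counts in any WT library. It was -3.35 in sxc and -1.28 in sxc *ldl2*, and -2.69 in cxs and -1.01 in cxs *ldl2*. In the parents it was -0.041 in *suvh4/5/6* and 0.032 in *suvh4/5/6 ldl2*, and -2.12 in *cmt2/3* and -0.789 in *cmt2/3 ldl2*. Between sxc *ldl2* and sxc, the mean difference over the genes was 1.19, with 127 genes higher and 38 lower in *ldl2*, and a paired *t* test across the genes (n = 194) gave P = 1.2e-18. For cxs the mean difference was 1.18, with 158 genes higher and 17 lower (n = 194 genes, P = 3.42e-30). For *cmt2/3* it was 0.846, with 136 genes higher and 33 lower (n = 194 genes, P = 1.72e-21). In the *suvh4/5/6* background, 92 genes were higher and 88 lower, the mean difference was 0.098, and P was 0.124. This last P value was 0.0141 with a pseudocount of 1 and 0.0262 when TPM was averaged before the logarithm, both settings that were chosen after seeing the data. The paper describes log2-converted averages of the replicates, which can be read as averaging before the logarithm. The side of the threshold in *suvh4/5/6* depends on that reading. A paired *t* test across genes treats genes as independent replicates, which they are not, and does not use the variation between libraries.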

We also identified 2029 genes that are bound by ASHH3 in the WT background, albeit to a lesser extent than in *ibm1* (Fig. 2K). These genes tend to accumulate more H3K36me3 than other genes (Fig. 2K), which corroborates our previous report showing that ASHH3 maintains H3K36me3 in the WT background (*20*). Because ASHH3 is not localized in TEs (fig. S6A), which have high H3K9me2/mCH levels, and ASHH3 accumulation in *ibm1* is positively correlated with H3K36me3 levels both in WT and *ibm1* (fig. S6B), we speculate that ASHH3 is recruited to the chromatin with both H3K9me2/mCH and H3K36me3, where it reinforces the amount of H3K36me3. This idea is consistent with results showing that genes that originally have higher levels of H3K36me3 tend to gain H3K36me3 (and escape from silencing) in *ibm1* (Fig. 1, E to G). These results suggest that genes with high levels of H3K36me3 will be protected from silencing induced by H3K9me2/mCH (discussed later).

### Antagonistic LDL2-ASHH3 actions mediate the establishment of H3K9me2/mCH in TEs

The above results demonstrate that H3K9me2/mCH regulates transcription silencing through the combination of two incoherent feedforward loops (FFLs) (Fig. 3A and fig. S6C) (*22*). Given that the downstream components in these FFLs (H3K36me3 and H3K4me1) are modulated by methylation and demethylation mechanisms from outside FFLs (*19*, *20*, *23*, *24*), we speculate that incoherent FFLs, which H3K9me2/mCH induces, provide tunability to heterochromatin silencing and lead to different outcomes depending on the initial levels of H3K36me3 and H3K4me1; genes with originally higher H3K36me3 level attract ASHH3 and H3K36me3 and therefore protected from the loss of H3K4me1 and silencing even when H3K9me2/mCH accumulates, but genes with originally lower H3K36me3 are more prone to be silenced because ASHH3 does not protect them.

To elucidate whether this mechanism provides tunability to the silencing of TEs that are usually under the control of H3K9me2/mCH, we monitored the establishment of silencing by using genetic crosses between the triple mutant for the H3K9 methyltransferase genes *SUVH4*, *5*, *6* (*suvh4/5/6*) and the double mutant for the DNA methyltransferase genes *CMT2*, *3* (*cmt2/3*). Both *suvh4/5/6* and *cmt2/3* mutants lose H3K9me2 and mCH in TEs because these marks are maintained by a self-reinforcing loop (*7*). In their F1 hybrid, in which all the components of the H3K9me2-mCH feedback loop are present as heterozygous, H3K9me2/mCH is largely recovered (*15*). To examine how LDL2 regulates TE silencing, we conducted the genetic cross in backgrounds with or without the functional *LDL2* gene (Fig. 3B) and performed whole-genome DNA methylation analyses in the F1 hybrids. 

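The mRNA of the same cross was measured by mRNA-seq in 27 libraries, 3 biological replicates each of WT, *suvh4/5/6*, *suvh4/5/6 ldl2*, *cmt2/3*, *cmt2/3 ldl2*, sxc, sxc *ldl2*, cxs, and cxs *ldl2*. WT is the *Arabidopsis* wild type, and the F1 plants come from both directions of the cross, sxc with *suvh4/5/6* as the female parent and cxs with *cmt2/3* as the female parent. RNA came from 2-week-old seedlings. The authors mapped 150-base reads, clipped by 50 bases, to the TAIR10 genome with STAR, counted the reads on each gene, and deposited a table of counts without normalization. The table holds 33602 genes, each counted on a single strand. The paper describes the choice of the strand with the larger count for TE genes. In the table, 1767 of the 3903 TE genes and 4528 of the 27416 protein-coding genes are counted on the strand opposite to their annotation. Counts of the latter can therefore come from antisense transcripts. Counts per library ranged from 10422751 to 12808245 (median, 10892301) in WT, from 10983243 to 12537180 (median, 12197658) in *suvh4/5/6*, and from 11066814 to 11397223 (median, 11331735) in *suvh4/5/6 ldl2*. They ranged from 9907422 to 11830784 (median, 10647966) in *cmt2/3* and from 10349662 to 12119101 (median, 10423997) in *cmt2/3 ldl2*. In the F1 plants they ranged from 8448989 to 11457820 (median, 11248837) in sxc, from 10638178 to 11313243 (median, 10695700) in sxc *ldl2*, from 9628066 to 12942034 (median, 9647784) in cxs, and from 9125971 to 11591793 (median, 10951027) in cxs *ldl2*. Counts were normalized for library size by edgeR's TMM method and all 33602 genes were tested by edgeR's quasi-likelihood test in one fit of the 9 genotypes, with Benjamini-Hochberg adjustment and a threshold of 0.05.

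The mutated genes were examined first. *LDL2* (AT3G13682, chromosome 3 of TAIR10, 4479193 to 4481509) had few reads in all genotypes, 3.96 ± 0.558 CPM (counts scaled to the TMM-adjusted library size, SD, n = 3) in sxc and 3.03 ± 0.758 CPM in sxc *ldl2*, and over both crosses its mRNA was not called changed in *ldl2* (log2 fold change -0.32, SE 0.21, adjusted P = 0.587, edgeR's quasi-likelihood test). In *suvh4/5/6*, *SUVH4* (AT5G13960) fell from 13.8 ± 0.487 CPM in WT to 3.69 ± 0.243 CPM (log2 fold change -1.90, SE 0.17, adjusted P = 1.44e-08, same test) and *SUVH5* (AT2G35160) from 4.95 ± 0.363 to 1.18 ± 0.694 CPM (log2 fold change -2.06, SE 0.36, adjusted P = 0.000555). *SUVH6* (AT2G22740) was not called changed in *suvh4/5/6* (log2 fold change 0.30, SE 0.24, adjusted P = 0.677). In *cmt2/3*, *CMT3* (AT1G69770) fell from 35.9 ± 3.07 to 9.83 ± 1.59 CPM (log2 fold change -1.87, SE 0.14, adjusted P = 8.93e-10), whereas *CMT2* (AT4G19020) fell from 38.6 ± 1.77 to 26.4 ± 3.07 CPM without passing the threshold (log2 fold change -0.55, SE 0.16, adjusted P = 0.0537). *CMT2* did pass it with DESeq2's Wald test and with *cmt2/3* and WT alone in the fit, and not with any library left out (adjusted P from 0.0843 to 0.244), and every *cmt2/3* library (23.3 to 29.4 CPM) lay below every WT library (36.7 to 40.2 CPM), a separation that 10% of genes show by chance.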

In the *ldl2* background, the establishment of mCH in F1 was attenuated in many TEs compared with that in F1 in the *LDL2* background (Fig. 3, C and D, and fig. S7, A to D), suggesting that LDL2 promotes mCH establishment. Accordingly, the H3K4me1 level was higher in these TEs in F1-*ldl2* than in F1-*LDL2*, and H3K9me2 showed the opposite trend (Fig. 3, E and F, and fig. S7E). These results suggest that LDL2 promotes H3K9me2/mCH establishment by removing H3K4me1 and repressing transcription. This hypothesis is consistent with our previous results that showed that IBM1 removes H3K9me2 from transcribed genes and TEs [Fig. 3A and (*14*)]. In agreement with this idea, the transcription levels of the TEs with attenuated H3K9me2/mCH in F1-*ldl2* were higher in F1-*ldl2* than in F1-*LDL2* (Fig. 3G). Furthermore, H3K4me3 and H3K36me3, transcription-associated histone marks, were also higher in F1-*ldl2* than in F1-*LDL2* (fig. S7, F and G). Together, our results demonstrate that LDL2 plays a role in the silencing establishment of TEs most likely by removing H3K4me1. 

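Among the 194 LDL2-regulated TE genes, which the paper selected by DNA methylation and not by mRNA, 48 were called higher in *ldl2* over both F1 crosses by edgeR's quasi-likelihood test at an adjusted P under 0.05 over all genes, and 82 when adjusted over the list alone. None was called lower, and 0 of the 194 were lower at an unadjusted P under 0.05. The median log2 fold change of the list was 1.45, and as a set the list was higher in *ldl2* (fry, a rotation gene set test, P = 1.11e-08, with a P as small in 1 of 100 permutations of the labels, the real one). With only the libraries of the groups compared in the fit, 11 of the list were called. In sxc *ldl2* against sxc, 20 genes of the list were called higher (67 when adjusted over the list alone) and none lower (3 at an unadjusted P under 0.05), with a median log2 fold change of 1.12. In cxs *ldl2* against cxs, 10 were called higher and none lower (2 at an unadjusted P under 0.05), with a median of 1.35, and 43 were called higher and 1 lower when adjusted over the list alone. The number called higher in cxs was 47 without cxs *ldl2* replicate 1 and 4 without cxs *ldl2* replicate 2 or without cxs replicate 3. Of the 27 libraries, cxs *ldl2* replicate 2 had the most genes detected (30088, against 27758 in cxs *ldl2* replicate 3, the next) and a TMM factor of 1.307. How far this library raises genes with few counts was not tested. Of the 194 genes, 7 were called higher in both directions of the cross. The set test gave P = 5.73e-07 for sxc and P = 4.29e-06 for cxs, each the smallest over the 10 label permutations of the 6 libraries. Genes without counts on one side have no defined fold change. With the 17 such genes of sxc and the 17 of cxs at their lower or upper bound and the 56 and 39 genes with at most 3 counts in either genotype left out, the medians were 1.63 over 138 genes and 1.35 over 155 genes.

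The libraries, not the genes, are the replicates of the experiment, so the median of log2(TPM + 0.05) over the 194 genes was also taken in each library. It was -3.22 ± 0.145 (SD, n = 3) in sxc and -1.23 ± 0.18 in sxc *ldl2*, and every sxc *ldl2* library lay above every sxc library (exact permutation test, two-sided, P = 0.1, the smallest that 3 libraries against 3 allow). It was -2.43 ± 0.605 in cxs and -0.905 ± 0.892 in cxs *ldl2*, where the libraries overlapped, since cxs *ldl2* replicate 1 (-1.88) lay below cxs replicate 1 (-1.77; exact permutation test, P = 0.2). On CPM, with the genes of a mean TPM of at least 0.5, and with the mean over genes in place of the median, the cxs *ldl2* libraries lay above the cxs libraries without overlap (exact permutation test, P = 0.1 for each). With labels permuted within each cross, the difference over both crosses was 1.76 (exact permutation test, P = 0.01, where 0.005 is the smallest possible, reached under the same 3 alternatives).

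**Figure D1:**
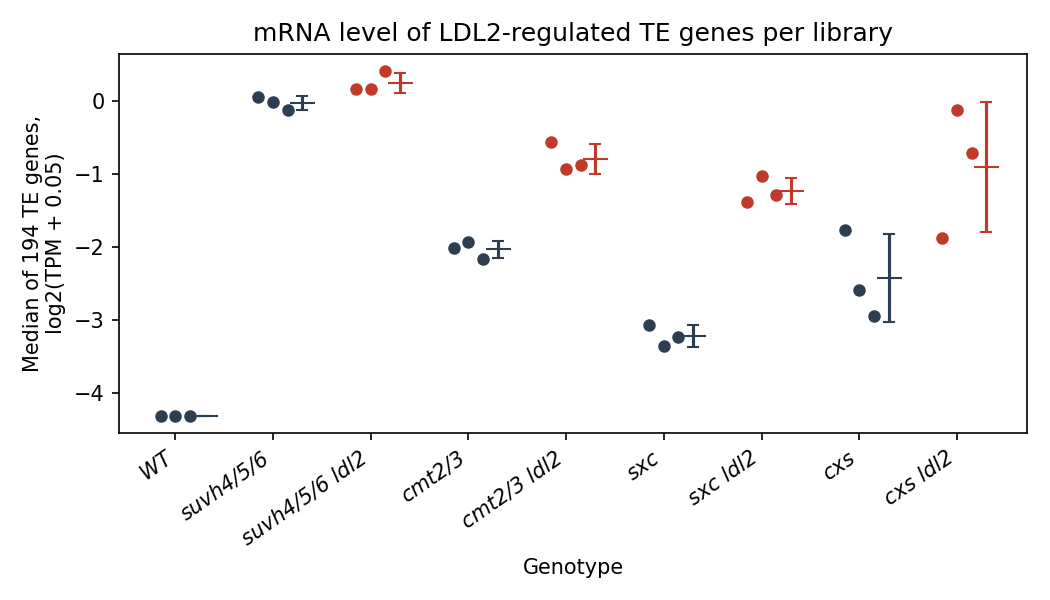
Median of log2(TPM + 0.05) over the 194 LDL2-regulated TE genes in each of the 27 libraries (points), with the mean and SD of the 3 libraries of each genotype (bars), genotypes with functional *LDL2* in dark blue and *ldl2* genotypes in red. The 3 sxc *ldl2* libraries lie between -1.38 and -1.03, above the 3 sxc libraries between -3.36 and -3.07, whereas the cxs *ldl2* libraries spread from -1.88 to -0.126 and overlap the cxs libraries.

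The largest changes of the list in sxc were at AT3G29648, AT5G36005, and AT3G29650. AT3G29648 (chromosome 3, 11514936 to 11517766) had no counts in the 3 sxc libraries and 13.6 ± 1.69 CPM (SD, n = 3) in sxc *ldl2*, at least 143-fold higher (133-fold without the highest library, adjusted P = 2.56e-07, edgeR's quasi-likelihood test). AT5G36005 (chromosome 5, 14144014 to 14149194) had no counts in sxc and 2.86 ± 1.96 CPM in sxc *ldl2*, at least 30.1-fold higher (20.4-fold without the highest library, adjusted P = 0.00496), and was not called with sxc and sxc *ldl2* alone in the fit. The gene next to AT3G29648 on the same strand, AT3G29650 (chromosome 3, 11517826 to 11521441), had 3 counts in the sxc libraries together and 816 in sxc *ldl2*, and 10 counts in the cxs libraries and 756 in cxs *ldl2* (log2 fold change in cxs 6.02, SE 0.51, adjusted P = 1.27e-06). AT1G44880 (chromosome 1, 16954386 to 16960042) had no counts in cxs and 6.55 ± 5.39 CPM in cxs *ldl2*, at least 69.1-fold higher (36.5-fold without the highest library, adjusted P = 0.00206). AT3G30170 (chromosome 3, 11793902 to 11797216) had 2 counts in cxs and 84 in cxs *ldl2* (adjusted P = 0.00206). When cxs and cxs *ldl2* were fitted without the other genotypes, none of the 3 genes named for cxs was called.

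In the parents, 9 genes of the list were called higher in *cmt2/3 ldl2* than in *cmt2/3* (set test, P = 5.82e-06, the smallest over 10 label permutations, median log2 fold change 0.85) and 1 in *suvh4/5/6 ldl2* than in *suvh4/5/6* (P = 0.322, median 0.04). That gene was AT1G44880 (log2 fold change 3.63, SE 0.53, adjusted P = 0.0132, up to 0.19 with one library left out), which also led the list in *cmt2/3 ldl2* (4.58, SE 0.67, adjusted P = 0.00768, up to 0.074 with one library left out). It was followed there by AT5G36005 (4.26, SE 0.62, adjusted P = 0.00419) and by AT5G43105 on chromosome 5 from 17304711 to 17308952 (4.02, SE 0.74, adjusted P = 0.0377, up to 0.251 with one library left out). The library medians were -0.024 ± 0.091 in *suvh4/5/6* and 0.25 ± 0.142 in *suvh4/5/6 ldl2*, and -2.03 ± 0.118 in *cmt2/3* and -0.793 ± 0.2 in *cmt2/3 ldl2*, without overlap in either pair (exact permutation test, P = 0.1 for each). In *suvh4/5/6* the libraries overlapped under other measures (exact permutation test, P = 0.7 on CPM, 0.3 with the mean over genes, and 0.2 with the genes of a mean TPM of at least 0.5). Without *suvh4/5/6 ldl2* replicate 3 they did not overlap, with P at 0.2. Compared with WT, 32 genes of the list were called higher in sxc, 76 in sxc *ldl2*, 43 in cxs, and 73 in cxs *ldl2*. The paper sets the higher transcription of these TEs in F1-*ldl2* beside their attenuated mCH, lower H3K9me2 and higher H3K4me1, and proposes that LDL2 promotes the establishment of H3K9me2 and mCH through the loss of H3K4me1 and the repression of transcription.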

The fact that not all TEs are attenuated in silencing in the *ldl2* mutant (Fig. 3C) suggests that other partially redundant silencing pathways that are associated with H3K9me2/mCH are also involved.

We then tested the effects of ASHH3-H3K36me3, which counteracts LDL2, on mCH establishment in TEs by conducting the *suvh4/5/6*-*cmt2/3* cross in the *ashh3* background (Fig. 4A). 

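The effect of *ashh3* on mRNA was measured by mRNA-seq in 9 libraries, 3 biological replicates each of WT, cxs, and cxs *ashh3*, from 2-week-old seedlings. The authors processed the reads as in the experiment with *ldl2* and deposited a separate table of unnormalized counts, with the strand chosen anew for each gene. In this table, 926 of the 3903 TE genes and 3215 of the 27416 protein-coding genes are counted on the strand opposite to their annotation, and for 4246 genes the strand differs from that in the other table. Counts per library ranged from 8603868 to 9704499 (median, 9005071) in WT, from 8696372 to 10656469 (median, 9687872) in cxs, and from 8252720 to 9365329 (median, 8757613) in cxs *ashh3*. The 3 genotypes were fitted together, apart from the libraries of the other experiment, and all genes were tested as there. *ASHH3* itself (AT2G44150, chromosome 2 of TAIR10, 18258610 to 18261442) was lower in every cxs *ashh3* library (12.5 ± 0.91 CPM, SD, n = 3) than in every cxs library (17.4 ± 1.66 CPM), a separation that 10% of genes show by chance. The difference was not called over all genes (log2 fold change -0.48, SE 0.15, adjusted P = 0.171, edgeR's quasi-likelihood test). *LDL2* did not differ (log2 fold change 0.09, SE 0.26, adjusted P = 1).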

We found 14 TEs that reproducibly had more mCH in the *ashh3* background than in the *ASHH3* background (Fig. 4, B to D, and figs. S8, A to D and S9), suggesting that ASHH3 counteracts the accumulation of mCH as an anti-silencer in some TEs, as predicted by the model in Fig. 3A. Consistent with the elevated level of mCH in F1 in the *ashh3* background, H3K9me2 levels were also higher in these TEs in F1-*ashh3* than in F1-*ASHH3* (Fig. 4E and fig. S8E). These ASHH3-regulated TEs had higher H3K36me3 and H3K4me1 levels than other TEs in F1-*ASHH3*, and the levels of these marks were decreased in F1-*ashh3* (Fig. 4, F and G, and fig. S8E). Furthermore, we found that the transcription of 9 of the 14 ASHH3-regulated TEs was significantly down-regulated [false discovery rate (FDR) < 0.05] in F1-*ashh3* compared to F1-*ASHH3* (Fig. 4H and fig. S8F). 

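Of the 14 ASHH3-regulated TE genes, 9 were called lower and 0 higher in cxs *ashh3* than in cxs at an adjusted P under 0.05 over all 33602 genes (edgeR's quasi-likelihood test). At an unadjusted P under 0.05, 11 were lower and 1 higher, and the same numbers were called when adjusted over the list alone. The median log2 fold change of the 14 genes was -1.22, and as a set they were lower in cxs *ashh3* (fry, P = 4.83e-06, the smallest over the 10 label permutations of the 6 libraries). The number called was 7 with genes of low counts removed by filterByExpr and 7 to 9 across the 6 fits that each left out one cxs or cxs *ashh3* library. The largest decrease was at AT1G33580 (chromosome 1, 12174773 to 12176059), from 22.8 ± 2.36 CPM (SD, n = 3) in cxs to 0.619 ± 0.488 CPM in cxs *ashh3* (log2 fold change -5.20, SE 0.36, adjusted P = 1.77e-07, same test). AT5G43800 (chromosome 5, 17597379 to 17605019) fell from 3.39 ± 0.801 to 0.155 ± 0.0779 CPM (log2 fold change -4.36, SE 0.61, adjusted P = 0.000478) and AT3G09170 (chromosome 3, 2814050 to 2817769) from 2.71 ± 0.723 to 0.231 ± 0.127 CPM (log2 fold change -3.50, SE 0.65, adjusted P = 0.0075). AT3G54823 (chromosome 3, 20305300 to 20309796) fell from 32 ± 6.02 to 4.77 ± 2.59 CPM (log2 fold change -2.75, SE 0.25, adjusted P = 2.41e-06). The 2 genes whose chromatin fig. S9 shows were also lower. AT2G45230 (chromosome 2, 18651320 to 18655444) fell from 3.43 ± 0.667 to 0.496 ± 0.0806 CPM (log2 fold change -2.76, SE 0.51, adjusted P = 0.00728) and AT5G47815 (chromosome 5, 19358618 to 19363928) from 10.8 ± 1.18 to 4.54 ± 1.14 CPM (log2 fold change -1.25, SE 0.23, adjusted P = 0.00916). With one library left out, the adjusted P of these 2 genes reached 0.0555 and 0.0522. The other called genes were AT5G43415 (log2 fold change -1.18, adjusted P = 0.0214), AT1G58561 (-0.69, adjusted P = 0.00304), and AT3G46183 (-0.60, adjusted P = 0.0401, up to 0.21 with one library left out). AT5G43415 and AT3G46183 are counted on their antisense strand. AT5G43415 was not called with filterByExpr, with DESeq2's Wald test, or with bias-adjusted quasi-dispersions, and AT3G46183 was not called under these settings either.

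Of the remaining genes, AT1G45020, AT2G02110, and AT3G26614 were lower without passing the threshold (adjusted P between 0.194 and 0.758, edgeR's quasi-likelihood test). AT3G45520 was higher, with a large spread in cxs *ashh3* (1.51 ± 1.91 CPM against 0.224 ± 0.22 CPM in cxs, SD, n = 3, adjusted P = 0.344, same test). AT4G04100 had 1 count in the 6 libraries, too few to compare.

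**Figure D2:**
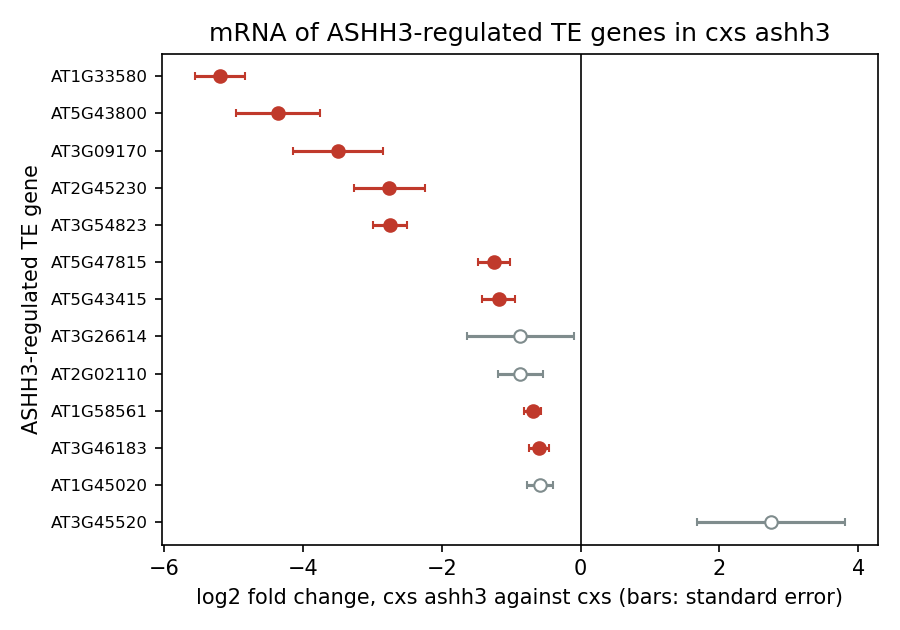
Log2 fold change of cxs *ashh3* against cxs (x axis) for 13 of the 14 ASHH3-regulated TE genes (y axis), with the SE as bars, AT4G04100 being left out for its single count. Filled red points mark the 9 genes with an adjusted P under 0.05, from -5.20 at AT1G33580 to -0.60 at AT3G46183, and open points mark the genes that were not called.

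The paper sets this decrease in transcription beside the higher mCH and H3K9me2 and the lower H3K36me3 and H3K4me1 of these TEs in F1-*ashh3*, and proposes that ASHH3 acts as an anti-silencer at some TEs.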

Although the ASHH3-regulated TEs are much fewer than the LDL2-regulated TEs, they are significantly overlapped (fig. S8G). Together, our results demonstrate that the antagonistic actions of LDL2 that removes H3K4me1 and ASHH3 that deposits H3K36me3, which are under the control of H3K9me2/mCH, mediate the de novo establishment of transcription silencing via intricate feedback and feedforward mechanisms (Fig. 3A).

**Fig. 4.**
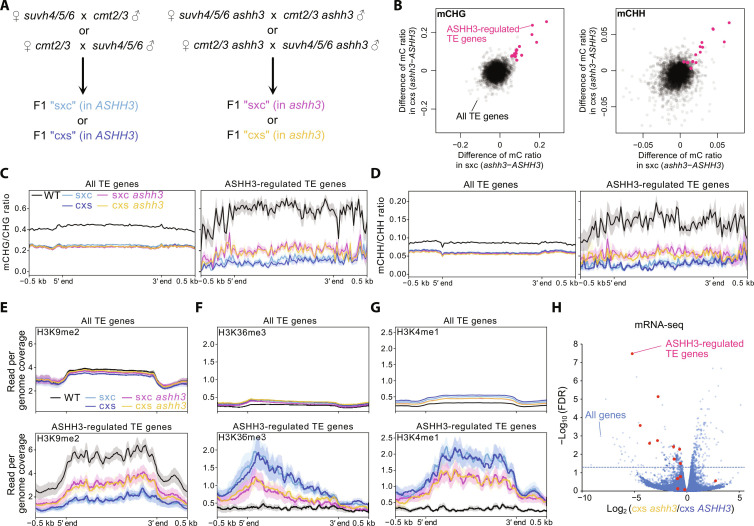
ASHH3 counteracts the silencing of several TEs. (**A**) Experimental design for analyzing the function of ASHH3 in TE silencing. (**B**) Effects of *ashh3* mutation on mCHG (left) and mCHH (right) establishment in sxc (*x* axis) and cxs (*y* axis). Each dot represents a TE gene (*n* = 3551), and red dots represent ASHH3-regulated TE genes (*n* = 14), which show higher mCHG in sxc *ashh3* and cxs *ashh3* than in sxc *ASHH3* and cxs *ASHH3*, respectively (see methods). Averages of biological replicates are plotted. (**C** and **D**) Averaged profiles of mCHG (C) and mCHH (D) in WT and four F1 lines around all TE genes (left) and ASHH3-regulated TE genes (right). (**E** to **G**) H3K9me2 (E), H3K36me3 (F), and H3K4me1 (G) patterns in WT and four F1 lines around all TE genes (top) and ASHH3-regulated TE genes (bottom). (**H**) Volcano plot of mRNA-seq comparing TPM of cxs *ashh3* and cxs *ASHH3*. Blue dotted lines represent FDR = 0.05. Blue dots represent all genes including protein-coding genes and TE genes (*n* = 33,603), and red dots represent ASHH3-regulated TE genes.

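Over all 33602 genes of the deposited table, 357 were called changed between cxs *ashh3* and cxs by edgeR's quasi-likelihood test at an adjusted P under 0.05, 187 higher and 170 lower in cxs *ashh3*. With the likelihood ratio test (251 and 301), the exact test (261 and 296), and cxs and cxs *ashh3* alone in the fit (202 and 215), more were lower than higher. At an unadjusted P under 0.05 the number was 3440. The number called was 162 after removal of genes with low counts and 557 with edgeR's exact test on the 2 genotypes alone. The 9 called ASHH3-regulated TE genes are among the 170 lower genes, and 29 of the 348 other called genes are TE genes.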

## DISCUSSION

In this report, we demonstrated that H3K9me2/mCH both facilitates and impedes silencing, the latter of which is contrary to the widely believed canonical function of H3K9 methylation (*2*, *6*). However, these two seemingly paradoxical functions of H3K9me2 can explain the robust differentiation of actively transcribed genes and silent TEs (Fig. 5). When H3K9me2/mCH accumulates in transcribed regions, which is thought to occur constantly but transiently (*16*, *25*), genes with higher levels of H3K36me3 attract ASHH3 to methylate H3K36me3, which may repel LDL2 function and therefore protect H3K4me1 and transcription levels (Fig. 5, left). H3K9me2/mCH is removed by transcription-promoted IBM1 (*14*). On the other hand, genes with less H3K36me3 cannot attract ASHH3 in response to H3K9me2/mCH accumulation; thus, LDL2 functions to remove H3K4me1, which eventually leads to transcriptional silencing and further accumulation of H3K9me2/mCH (Fig. 5, right). We propose that this mechanism acts as a safeguard against the spurious silencing of essential genes. In the *ashh3* background, only a small number of TEs showed increased H3K9me2/mCH (Fig. 4, B to E), indicating that ASHH3’s anti-silencing function is more prominent in genes than in TEs. This differential act of ASHH3 in genes and TEs could be a basis for the differentiation of epigenetic status between genes and TEs. A recent report showed that certain genomic regions in human embryonic stem cells accumulate both H3K9me3 and H3K36me3 (*26*). Animals have multiple methyltransferases that catalyze H3K36me3, and the biological roles of some of these methyltransferases are still unknown (*27*). Hence, it is tempting to speculate that the analogous mechanism(s) of fine-tuning heterochromatin silencing may also exist in animals. Regarding the connection between H3K36me3 and silencing, it has been shown that in mammals, the establishment of DNA methylation in the bodies of transcribed genes is guided by the transcription-coupled accumulation of H3K36me3, which recruits the DNA methyltransferase DNMT3B (*28*), although the function of DNA methylation in gene body is still elusive.

**Fig. 5.**
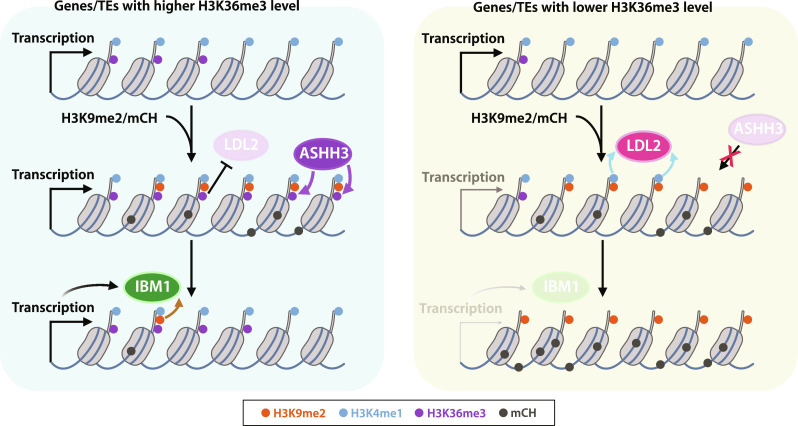
A model of the mechanism that partitions epigenetic marks by counteracting LDL2 and ASHH3. When H3K9me2/mCH accumulates in the transcribed region of genes or TEs, genes/TEs with high levels of H3K36me3 are kept in active chromatin status by the concerted functions of ASHH3 and IBM1 (left). Meanwhile, genes/TEs with lower levels of H3K36me3 cannot attract ASHH3, and thus silencing is established through the removal of H3K4me1 by LDL2 (right).

In animals and yeast, the similar noncanonical roles of H3K9 methylation in promoting gene transcription have been reported as mechanisms to solve the dilemma that transcription needs to occur for producing small-interfering RNA (siRNA) or PIWI-interacting RNA, which are needed to maintain repressed heterochromatin status (*29*–*33*). Plants have RNA polymerase IV dedicated to producing siRNA from repressed repeat sequences with H3K9me2/mCH, so that the above dilemma can be circumvented (*34*, *35*). These mechanisms can be viewed as self-reinforcing feedback loops to stably maintain the repressed state of heterochromatin. Meanwhile, our study demonstrates a mechanism of incoherent FFLs, in which H3K9me2/mCH-promoted euchromatic mark H3K36me3 counteracts the establishment of silencing by inhibiting the demethylation of H3K4me1 (Fig. 5). Given that the deposition of H3K36me3 is coupled with the transcription process and H3K4me1, another transcription-promoted mark (*19*, *20*, *23*), we anticipate that the H3K36me3-mediated anti-silencing mechanism uncovered here helps create various metastable epigenetic statuses depending on the underlying DNA sequence, transcription potential, and intracellular and extracellular environment; thus, this mechanism could be a molecular basis for natural epigenetic variation (*36*, *37*).

## MATERIALS AND METHODS

### Plant materials and growth conditions

*A. thaliana* strain Columbia-0 (Col-0) was used as the WT. *ibm1-4* (*17*), *ldl2-1* (SALK_135831), *ldl2-2* (SALK_138820), *ashh3*/*sdg7-2* [SALK_131218C; (*38*)], *ashh3*/*sdg7-4* (SALK_082736), *ashh3*/*sdg7-5* (SALKseq_49152), *ashh3*/*sdg7-6* (SALK_143603C), *ashh2*/*sdg8-1* [SALK_065480; (*39*)], *ashh1*/*sdg26-1* [SALK_013895; (*40*)], *ashh4*/*sdg24* (SK22803), and *suvh4/kyp* (SAIL588F05) are all in Col-0 background. The *ldl2-2* allele was used in the experiments in Fig. 1. The *ldl2-1* allele was used in the experiments in Fig. 3. For *ashh3*, the *ashh3/sdg7-2* allele was used in all epigenome analyses. Seeds were sown on Murashige and Skoog (MS) plates supplemented with 1% sucrose and solidified with gellan gum (Wako). Plants were grown in long-day conditions (16-hour light and 8-hour dark) at 22°C.

### Plasmid construction and transformation

pASHH3::3xFLAG-ASHH3-HA was constructed using NEBuilder HiFi DNA assembly Mix (New England Biolabs) and pPLV01 vector (*41*). The promoter region of the *ASHH3* gene was amplified with the following primers: 5′-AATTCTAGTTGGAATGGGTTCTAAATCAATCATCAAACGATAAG-3′ and 5′-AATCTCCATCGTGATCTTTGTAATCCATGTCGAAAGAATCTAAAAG-3′. The coding region until just before the stop codon was amplified with the following primers: 5′-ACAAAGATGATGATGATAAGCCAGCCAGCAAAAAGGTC-3′ and 5′-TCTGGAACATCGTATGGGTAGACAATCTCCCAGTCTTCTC-3′ and then with the following primers: 5′-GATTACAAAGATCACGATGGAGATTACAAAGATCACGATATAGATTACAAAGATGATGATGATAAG-3′ and 5′-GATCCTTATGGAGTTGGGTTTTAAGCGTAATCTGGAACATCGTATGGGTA-3′. The amplified fragments were assembled into pPLV01 using NEBuilder. The consequent plasmid was transformed into *Agrobacterium tumefaciens* GV3101::pMP90 containing pSOUP (*42*) using electroporation. *ashh3* homozygous mutant plants were transformed with *Agrobacterium* with pASHH3::3xFLAG-ASHH3-HA using the floral dip method.

### Screening public dataset for silencing modifier

We used the following datasets: Histone H2A variants such as H2A, H2A.W, H2A.X, and H2A.Z are from GSE50942 (*43*). H2B ubiquitination is from GSE112952 (*44*). H3 variants such as H3.1 (HTR13) and H3.3 (HTR5) are from GSE34840 (*45*). H3K27me3, H3K36me2, and H3K36me3 are from PRJNA732996 (*20*). RNAPII (total), RNAPII-S5p, and RNAPII-S2p are from PRJDB10113 (*24*). Total H3, H3K4me1, H3K4me2, H3K4me3, and H3K9me2 in WT and H3K9me2 in *ibm1* are from PRJDB5192 (*18*). All the sequence reads were mapped onto the TAIR10 genome using Bowtie (*46*). The read count for each transcription unit was calculated using the “coverage” function of BEDTools (*47*).

For correlation analysis in Fig. 1 (B and C), we used 3395 protein-coding genes that accumulate H3K9me2 more in *ibm1* than in WT (*18*). The Pearson correlation coefficient for each comparison between the explanatory variable (screening dataset described above) and the “decrease of H3K4me1 in *ibm1*” {(RPKM^[WT]^ – RPKM^[*ibm1*]^)/RPKM^[WT]^} as the objective variable was calculated. Metaplots of chromatin features around genes categorized by H3K9me2 and H3K4me1 changes in *ibm1* were drawn using the deepTools (*48*).

### Chromatin immunoprecipitation sequencing

ChIP-seq for histone modifications was performed as described as enhanced ChIP-seq (eChIP-seq) in (*49*) with some modifications. A total of ~0.5 g of 2-week-old seedlings grown on MS plates was collected and frozen with liquid nitrogen, ground into a fine powder, and crosslinked with 1% formaldehyde in phosphate-buffered saline (PBS) buffer containing 1 mM Pefabloc SC (Merck), cOmplete proteinase inhibitor cocktail (Merck), and 0.3% Triton X-100, for 10 min in room temperature. After quenching formaldehyde by adding 200 mM glycine and incubating for 5 min, the fixed tissues were washed with ice-cold PBS once with centrifugation at 5000*g* for 5 min. The tissue pellet was dissolved by the low-salt ChIP buffer without Triton X-100 [50 mM Hepes-KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 0.1% sodium deoxycholate, and 0.1% SDS] containing cOmplete proteinase inhibitor cocktail and sonicated with Picoruptor (Diagenode). After sonication, debris was removed by centrifugation at 20,000*g* for 10 min. The supernatant was transferred to a new tube, and Triton X-100 was added to make the final concentration of 1%. The sample was incubated with 1 μg of the following antibodies: α-H3 (ab1791, Abcam), α-H3K9me2 (MABI0317, Wako), α-H3K4me1 (ab8895, Abcam), α-H3K36me3 (ab9050, Abcam), and α-H2Bub (MM-0029, MediMabs). Antibody reaction was performed overnight at 4°C with rotation. The sample containing the antibody-chromatin complex was incubated with Dynabeads Protein G (Thermo Fisher Scientific) for H3K9me2 or Dynabeads M-280 Sheep anti-mouse immunoglobulin G (Thermo Fisher Scientific) for other antibodies for 2 hours at 4°C with rotation. The beads were washed once with low-salt ChIP buffer [50 mM Hepes-KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 0.1% SDS] containing cOmplete proteinase inhibitor cocktail, two times with high-salt ChIP buffer [50 mM Hepes-KOH (pH 7.5), 350 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 0.1% SDS], once with ChIP wash buffer [10 mM tris-HCl (pH 8.0), 250 mM LiCl, 0.5% NP-40, 1 mM EDTA, and 0.1% sodium deoxycholate], and once with TE buffer. The chromatin was eluted by adding ChIP elution buffer [50 mM tris-HCl (pH 7.5), 10 mM EDTA, and 1% SDS] and incubating at 65°C for 15 min. Subsequently, 4 μl of Proteinase K (20 mg/ml; Thermo Fisher Scientific) was added to the sample and incubated at 55°C overnight. The immunoprecipitated DNA was purified using the Monarch PCR & DNA Cleanup Kit (New England Biolabs). The libraries for Illumina sequencing were constructed using the ThruPLEX DNA-Seq Kit (Clontech) and purified using SPRIselect Beads (Beckman Coulter). The sequencing was performed by the HiSeq X or NovaSeq X Plus sequencer (Illumina). Two independent biological replicates were performed for all of the ChIP-seq experiments.

ChIP-seq for 3xFLAG-ASHH3 was performed with some modifications from histone modifications eChIP-seq. A total of 0.8 g of seedlings was collected and crosslinked in 1% formaldehyde solution by applying vacuum for 15 min. Glycine was added to the solution and further incubated for 5 min with vacuum. Tissues were washed with water, dried with paper towels, frozen with liquid nitrogen, and kept in a −80°C freezer until use. The fixed tissue was ground into fine powder and proceeded as described above. The sonication was performed with Covaris S220 Focused-ultrasonicator (Covaris). Immunoprecipitation was conducted with 1 μg of α-FLAG antibody (F3165, Merck).

Reads were mapped on the *Arabidopsis* TAIR10 genome using Bowtie (*46*). The read count for each transcription unit was calculated using the coverage function of BEDTools (*47*), and then reads per kilobases per million mapped reads (RPKM) values were calculated. For extracting the genes with increased and decreased H3K36me3 in *ibm1* (Fig. 1, F to H), RPKM values were calculated and compared between WT and *ibm1* for each replicate. Genes with RPKM differences of more than three in both replicates were identified as increased or decreased H3K36me3. For statistical analyses such as in Fig. 1G, the averages of RPKM values between biological replicates were used. For extracting the genes with increased FLAG-ASHH3 in *ibm1* (Fig. 2I) and high FLAG-ASHH3 in WT (ASHH3 bound; Fig. 2K), RPKM values from two biological replicates using two independent transgenic lines were used. Genes with increased FLAG-ASHH3 in *ibm1* are selected by RPKM^[FLAG-ASHH3 in *ibm1*]^ – RPKM^[FLAG-ASHH3 in WT]^ > 5 in both transgenic lines. ASHH3-bound genes are selected by RPKM^[FLAG-ASHH3 in WT]^ – RPKM^[WT control]^ > 2 in both TGs. Metaplots and heatmaps were drawn using the deepTools (*48*), and the results of one of two replicates were shown. Both replicates showed essentially the same results.

### mRNA-seq

Total RNA was extracted from 2-week-old seedlings grown on an MS plate using the RNeasy Plant Mini Kit (QIAGEN) following the manufacturer’s instructions. mRNA-seq libraries were constructed from 600 ng of total RNA using the KAPA mRNA HyperPrep Kit (Kapa Biosystems). Three independent biological replicates were analyzed for each genotype. The resulting libraries were 150–base pair (bp) paired-end sequenced by the HiSeq X or NovaSeq X Plus sequencer (Illumina).

Reads were mapped on the *Arabidopsis* TAIR10 genome using STAR aligner (*50*) with -- outFilterType, BySJout; -- alignSJoverhangMin, 8; -- alignSJDBoverhangMin, 1; -- clip3pNbases, 50; -- quantMode GeneCounts parameters. The resulting per-gene counts were used for downstream analysis. For TE gene analysis (Figs. 3G and 4H), the strand that showed larger counts was chosen for each TE gene based on the sum of all samples and used for further analyses because some TE genes show higher transcription levels of antisense strand than sense strand. The differentially expressed gene analysis in Fig. 4H and fig. S8F was performed using the R package edgeR. The averages of three biological replicates (log_2_ converted) are shown in the figures.

### Enzymatic methyl-seq

Whole-genome DNA methylation sequencing was performed using the NEBNext Enzymatic Methyl-seq (EM-seq) Kit (New England Biolabs) following the manufacturer’s instructions. Genome DNA was extracted from 2-week-old seedlings grown on an MS plate using Nucleon PhytoPure (Cytiva). Approximately 400 ng of DNA was fragmented by sonication using a Covaris S220 Focused-ultrasonicator (Covaris) and size-selected to enrich 400- to 600-bp fragments using SPRIselect beads (Beckman Courter). EM-seq libraries were constructed from 30 ng of fragmented DNA. Two independent biological replicates were analyzed for each genotype. The resulting libraries were 150-bp paired-end sequenced by the HiSeq X sequencer (Illumina).

Reads were trimmed for the adapter sequences and low-quality regions using the Trimmomatic program (*51*). Subsequent trimmed reads were mapped to the *Arabidopsis* reference genome TAIR10 using Bismark ver. 0.10.1 (*52*) with -n 1 -l 20 -e 90 parameters. Deduplication and methylation extraction were also performed using Bismark. Counting all the methylated unmethylated C in each transcription unit was conducted using the “map” function of BEDTools (*47*). The methylation level was calculated as the ratio of total methylated cytosines over total cytosines in each region [weighted methylation level; (*53*)]. The LDL2-regulated TE genes (Fig. 3C) were extracted with the following criteria: (i) having more than 100 counts for total CHG sites in both biological replicates of all samples of cxs *LDL2*, cxs *ldl2*, sxc *LDL2*, and sxc *ldl2*; and (ii) ([mCHG] in cxs *ldl2*) – ([mCHG] in cxs *LDL2*) and ([mCHG] in sxc *ldl2*) – ([mCHG] in sxc *LDL2*) in both biological replicates (in total four comparisons) are all below −0.05. The ASHH3-regulated TE genes (Fig. 4B) were extracted with the following criteria: (i) Having more than 100 counts for total CHG sites in both biological replicates of all samples of cxs *ASHH3*, cxs *ashh3*, sxc *ASHH3*, and sxc *ashh3*; and (ii) ([mCHG] in cxs *ashh3*) – ([mCHG] in cxs *ASHH3*) and ([mCHG] in sxc *ashh3*) – ([mCHG] in sxc *ASHH3*) in both biological replicates (in total four comparisons) are all more than 0.05. Metaplots were drawn using the deepTools (*48*).

# Supplementary material for: H3K9 methylation regulates heterochromatin silencing through incoherent feedforward loops
**Source:** Sci Adv. 2024 Jun 26;10(26):eadn4149. doi: 10.1126/sciadv.adn4149
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Legend for data S1

Supplementary Materials for  
**H3K9 methylation regulates heterochromatin silencing through incoherent  
feedforward loops**

Kannosuke Yabe *et al.*

*Sci. Adv.* **10**, eadn4149 (2024)  
DOI: 10.1126/sciadv.adn4149

**The PDF file includes:**

Figs. S1 to S9  
Legend for data S1

**Other Supplementary Material for this manuscript includes the following:**

Data S1

**A**

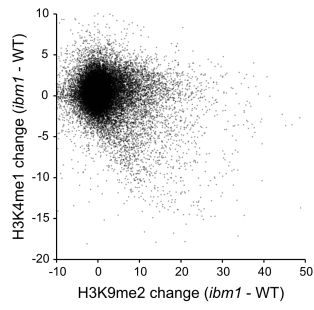

**B**

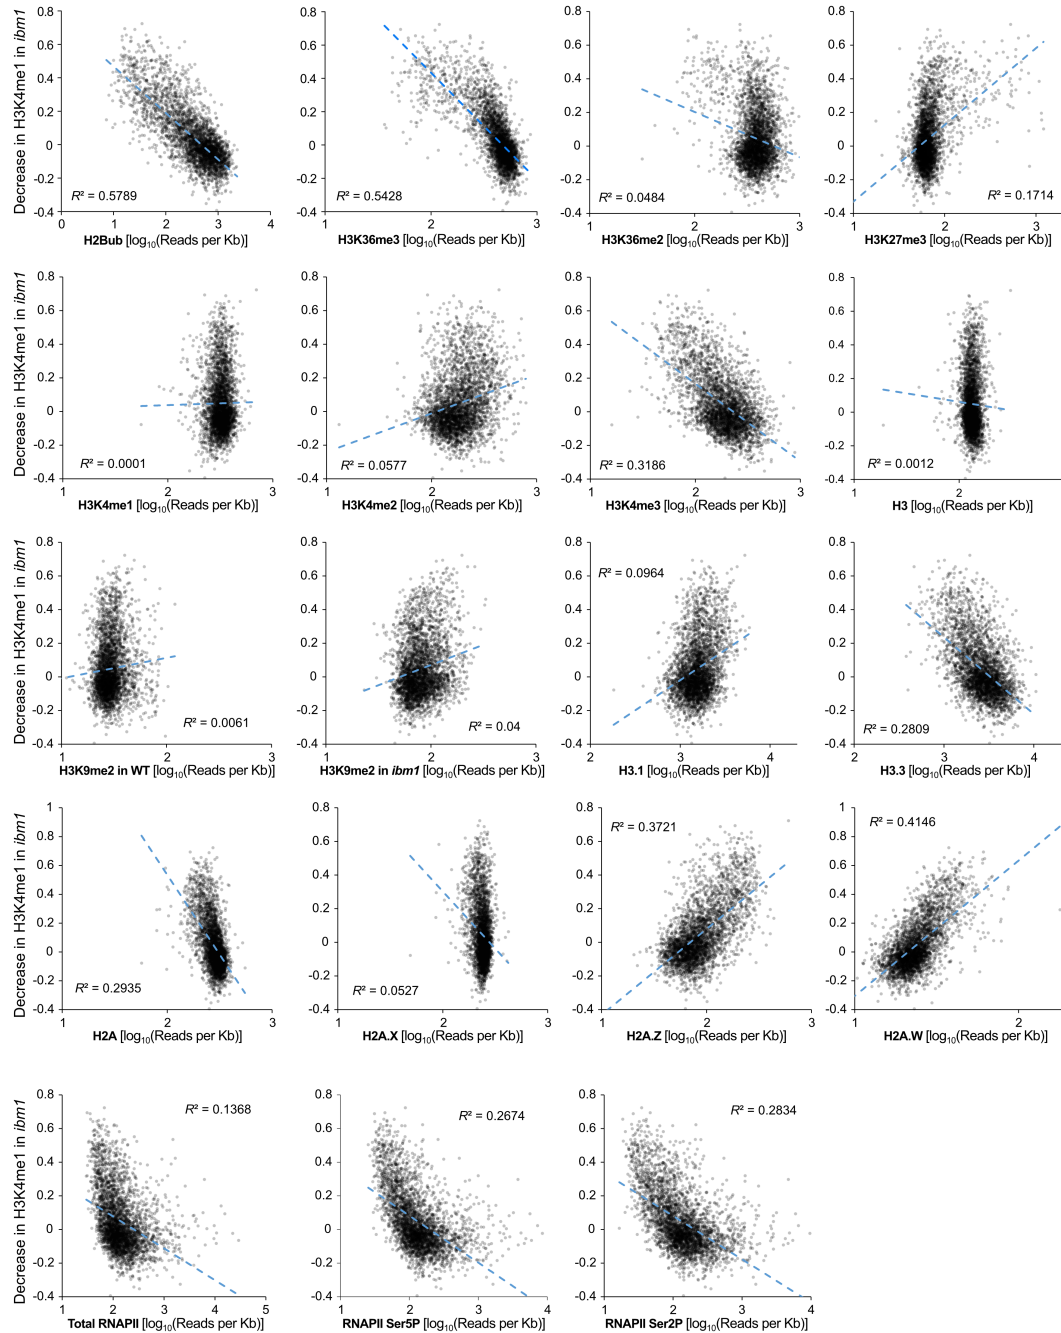

C

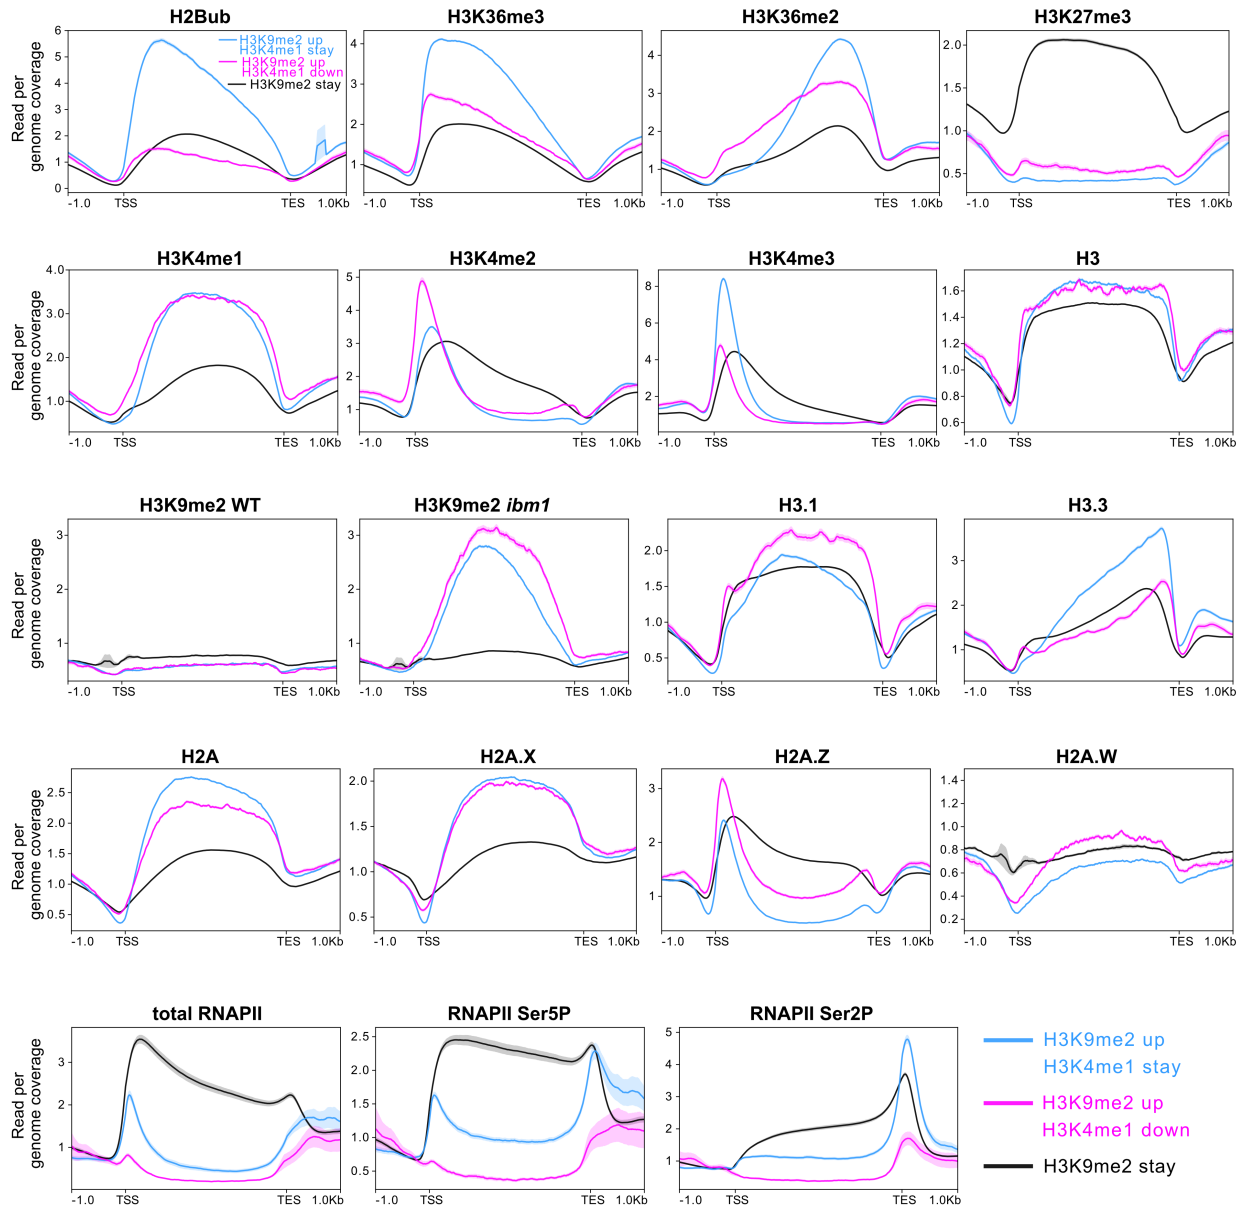

**Fig. S1. Screening for silencing modifier(s).** (A) Relationships between changes in H3K9me2 and H3K4me1 levels (RPKM) within each gene in *ibm1* compared to WT. Data is from ref (18). (B) Correlations between chromatin features (x-axis), and the decrease of H3K4me1 in *ibm1* (y-axis) are shown as scatter plots, linear regression lines, and Pearson's  $R^2$ . Each dot represents each gene that accumulates H3K9me2 in *ibm1*.  $n = 3,395$ . (C) Intragenic patterns of chromatin features around genes categorized by H3K9me2 and H3K4me1 changes in *ibm1*. Among 3,449 genes that accumulate H3K9me2 in *ibm1* ("H3K9me2 up"), 743 genes showed clear decreases of H3K4me1 ("H3K4me1 down") but others did not ("H3K4me1-stay") (18).

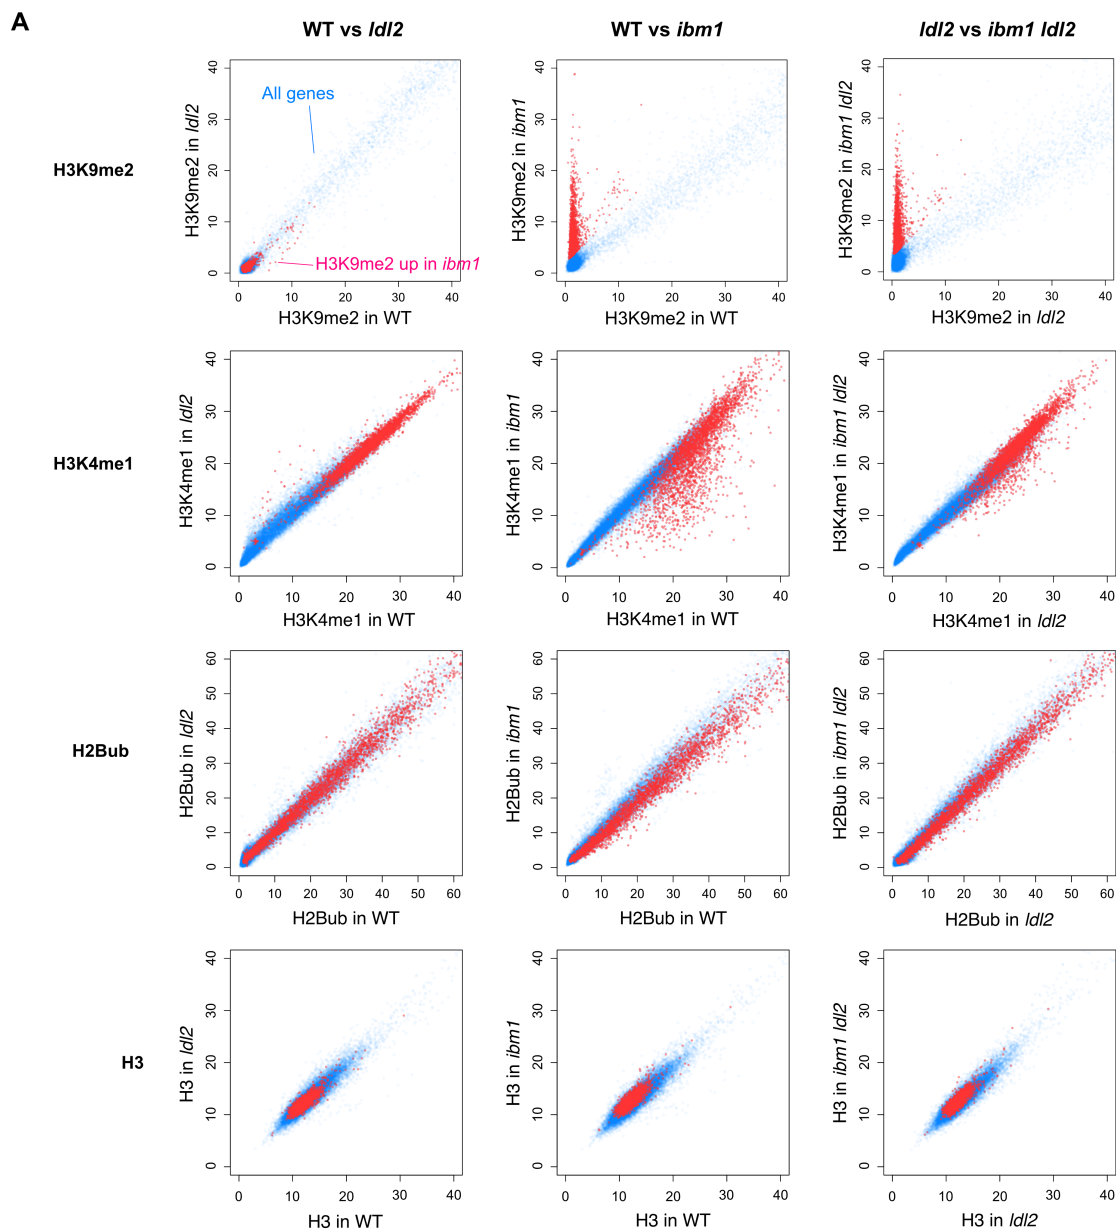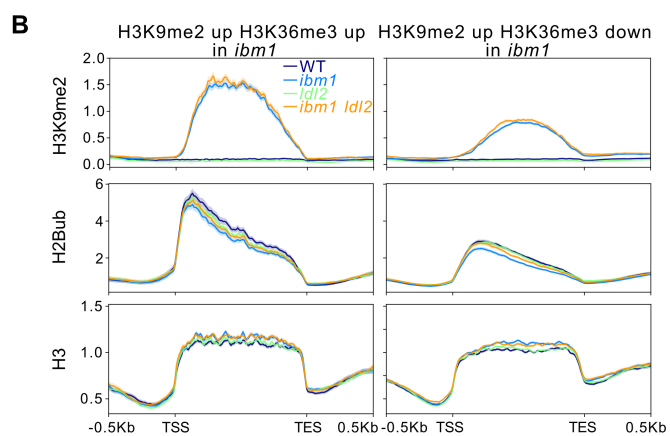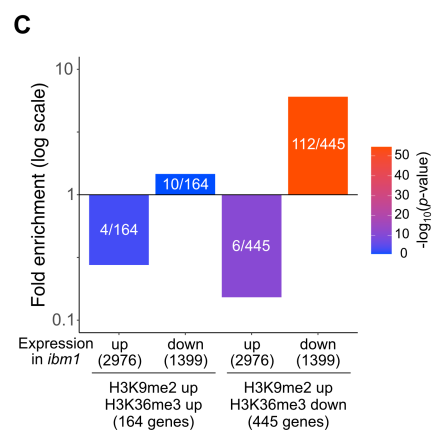

**Fig. S2. Histone modification patterns in *ibm1* and *ibm1 ldl2*.** (A) Scatter plots of H3K9me2, H3K4me1, H2Bub, and H3 in *ibm1* and *ldl2* for all genes (blue) and genes accumulating H3K9me2 in *ibm1* (red). The read counts are normalized as RPKM. (B) Intragenic patterns of H3K9me2, H2Bub, and H3 around genes categorized by H3K9me2 and H3K36me3 changes in *ibm1*. The y-axis represents the read per genome coverage (RPGC). (C) The enrichment analysis of the genes upregulated or downregulated in *ibm1* from ref (18), in genes categorized by H3K9me2 and H3K36me3 changes in *ibm1*. The color of the bars is based on the p-value of the hypergeometric test.

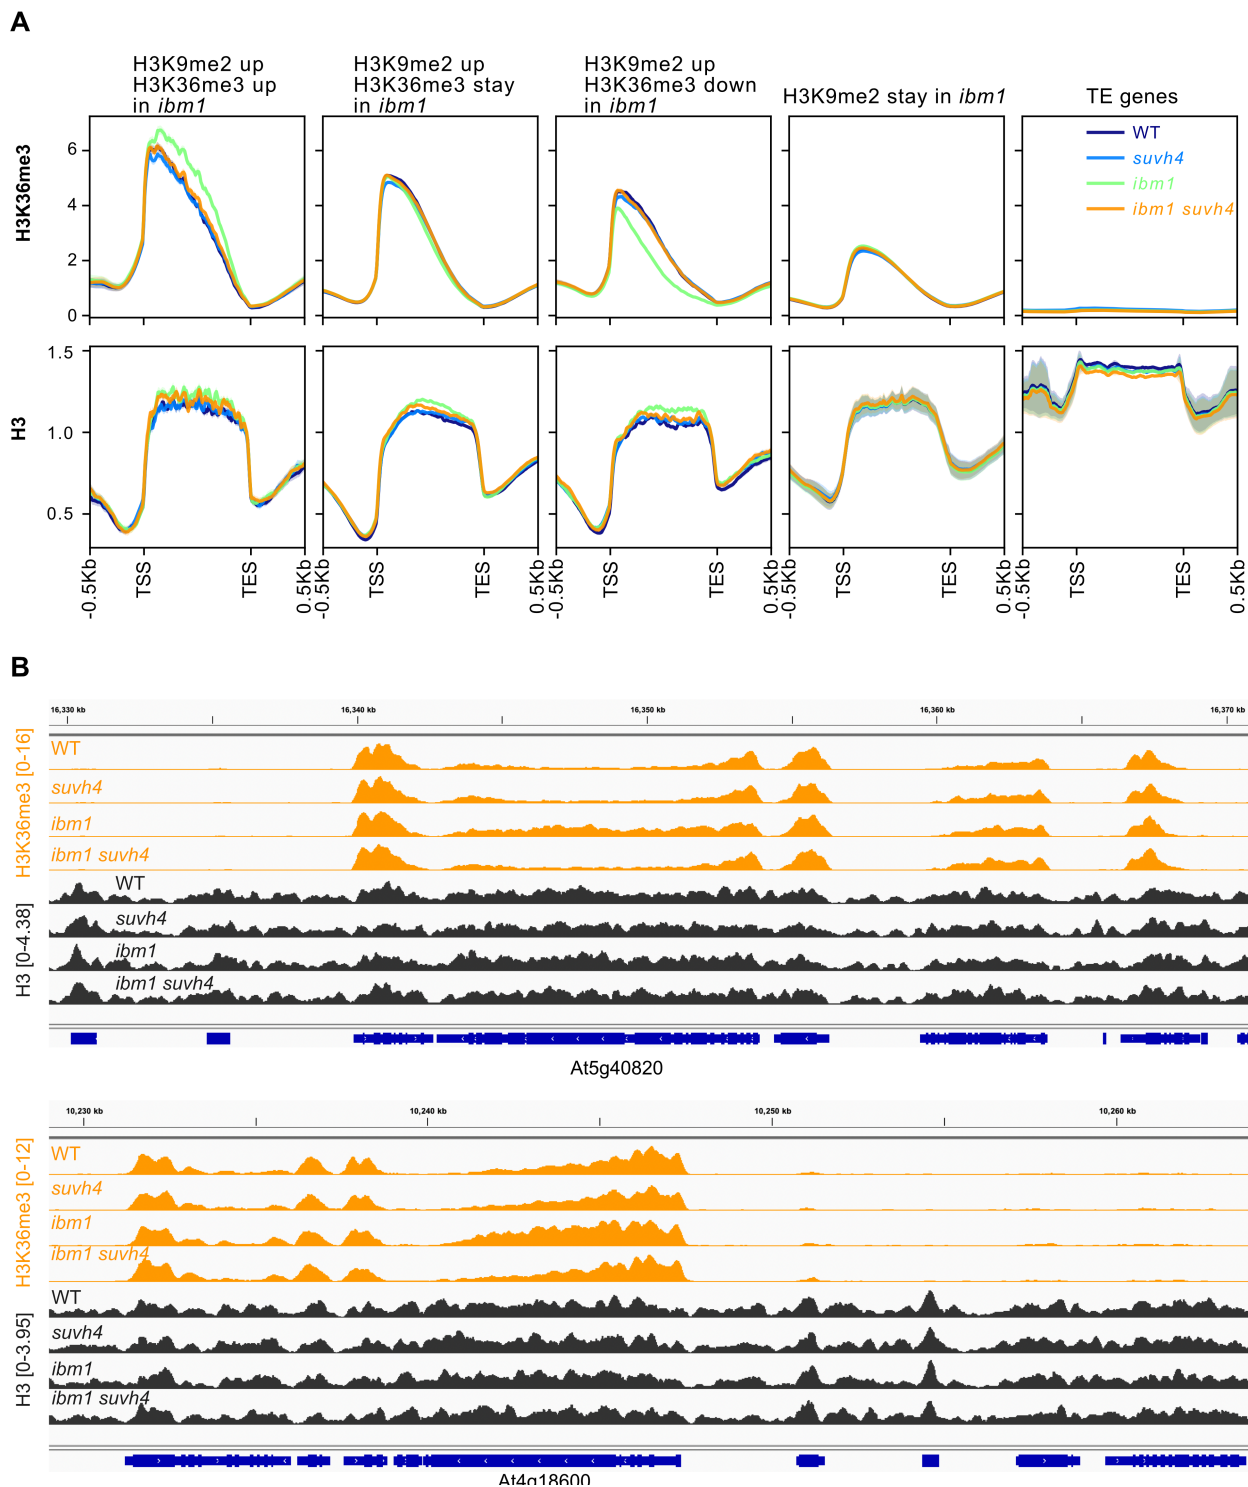

**Fig. S3. H3K36me3 pattern in *ibm1 suvh4*.** (A) Intragenic patterns of H3K36me3 (top) and H3 (bottom) around genes categorized by H3K9me2 and H3K36me3 changes in *ibm1* and TE genes. The y-axis represents the RPGC. (B) Browser views around genes with increased H3K36me3 in *ibm1*, which was suppressed in *ibm1 suvh4*.

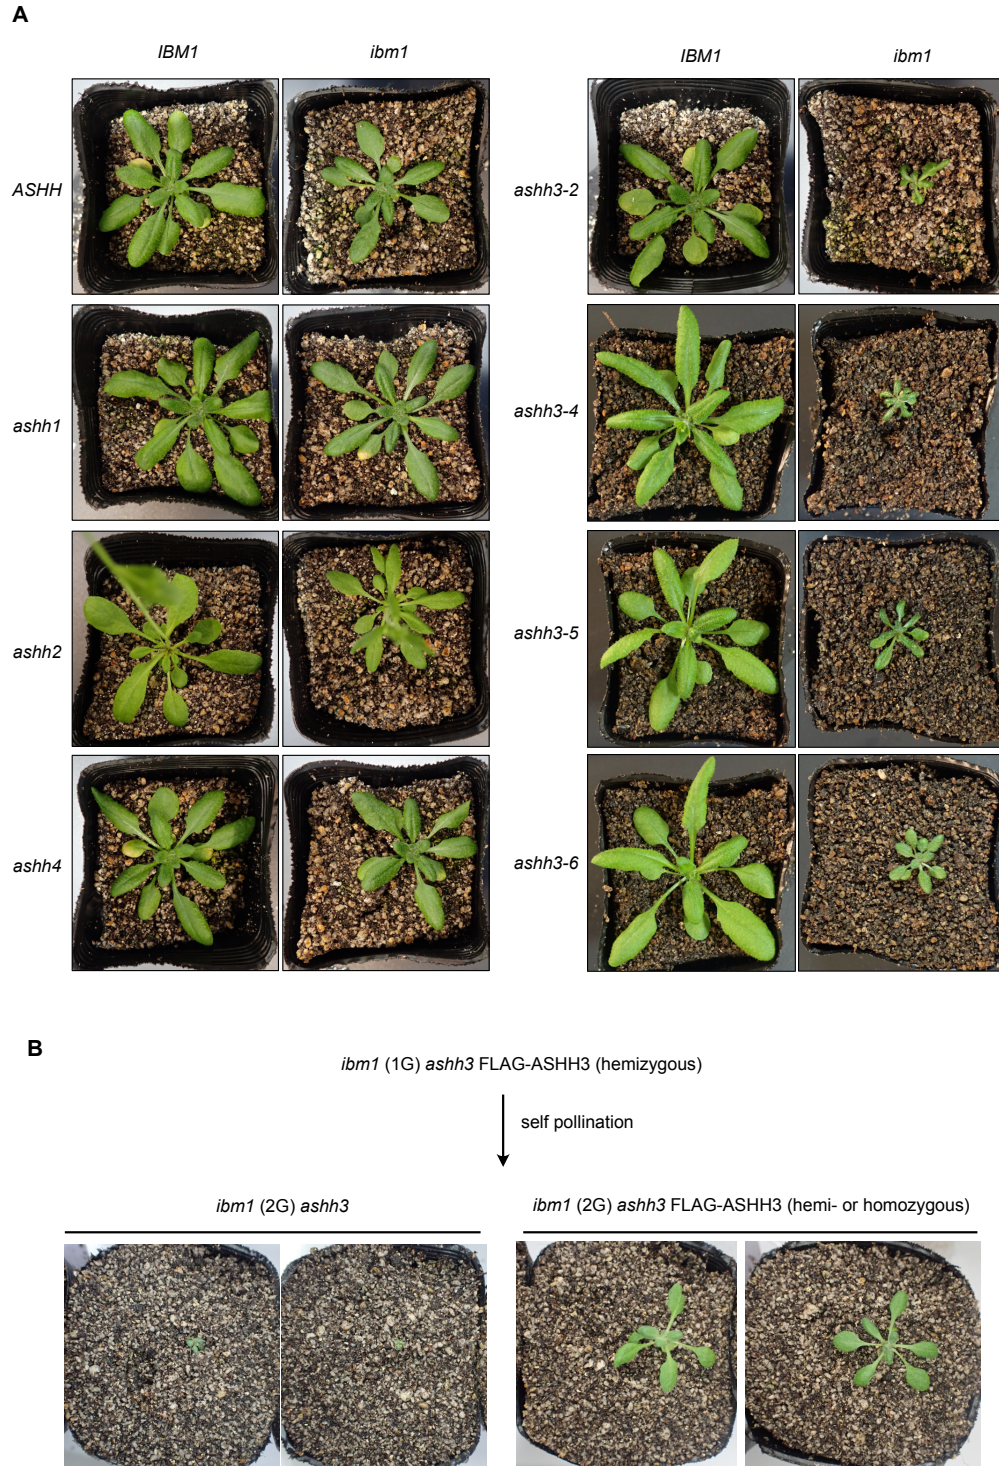

**Fig. S4. Effect of *ashh* mutations on *ibm1* phenotype.** (A) Four-week-old plants with combinatorial mutations of *ibm1* and *ashh1/2/3/4*. The gene names in capital letters and lower letters indicate wild-type allele and loss of function allele, respectively. *ashh3-2* allele is the same allele as Fig. 2B but the different individuals. *ashh3-4/5/6* are other alleles with independent T-DNA insertion events (see methods for material information). (B) Three-week-old plants of 2nd generation (2G) *ibm1 ashh3* double mutant with or without FLAG-*ASHH3* transgene.

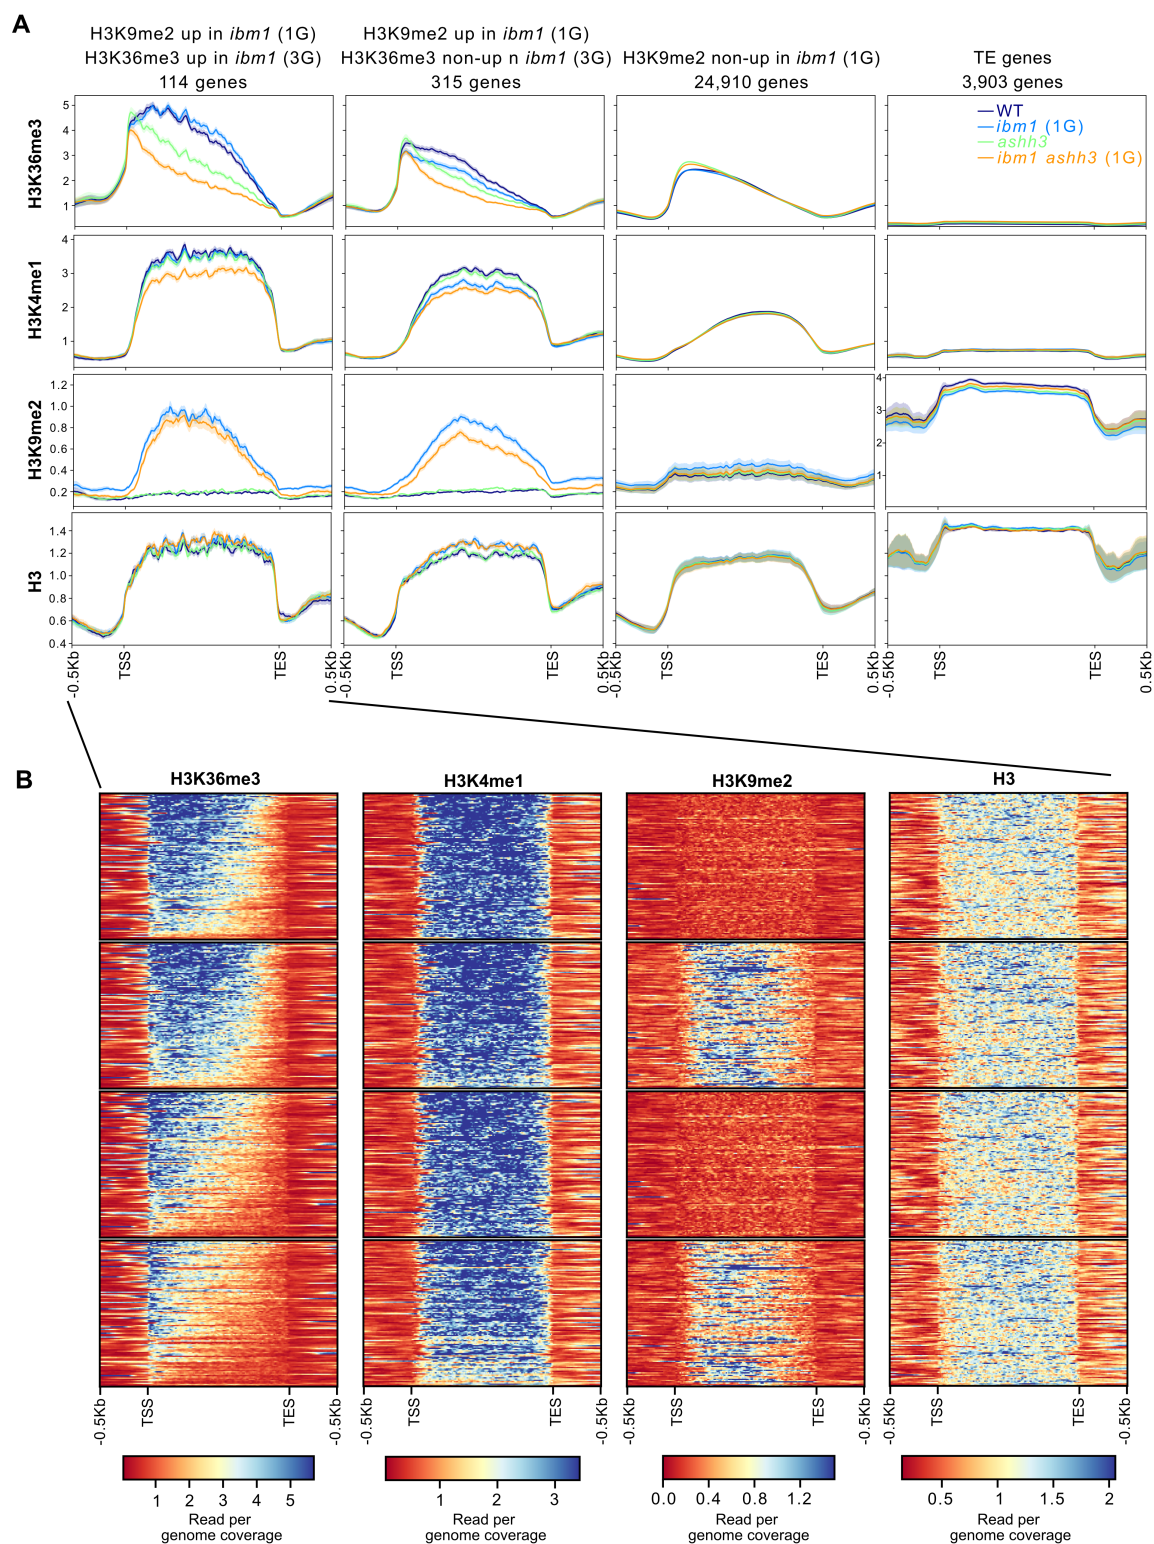

**Fig. S5. Histone modification patterns in *ibm1* and *ibm1 ashh3*.** (A) Intragenic patterns of H3K36me3, H3K4me1, H3K9me2, and H3 in *ibm1* (1G) and *ashh3* around genes categorized by H3K9me2 and H3K36me3 changes in *ibm1*, and TE genes. The y-axis represents the RPGC. (B) Heatmaps of H3K36me3, H3K4me1, H3K9me2, and H3 in *ibm1* (1G) and *ashh3* around 74 genes that are increased in H3K9me2 and H3K36me3 levels in *ibm1* (1G).

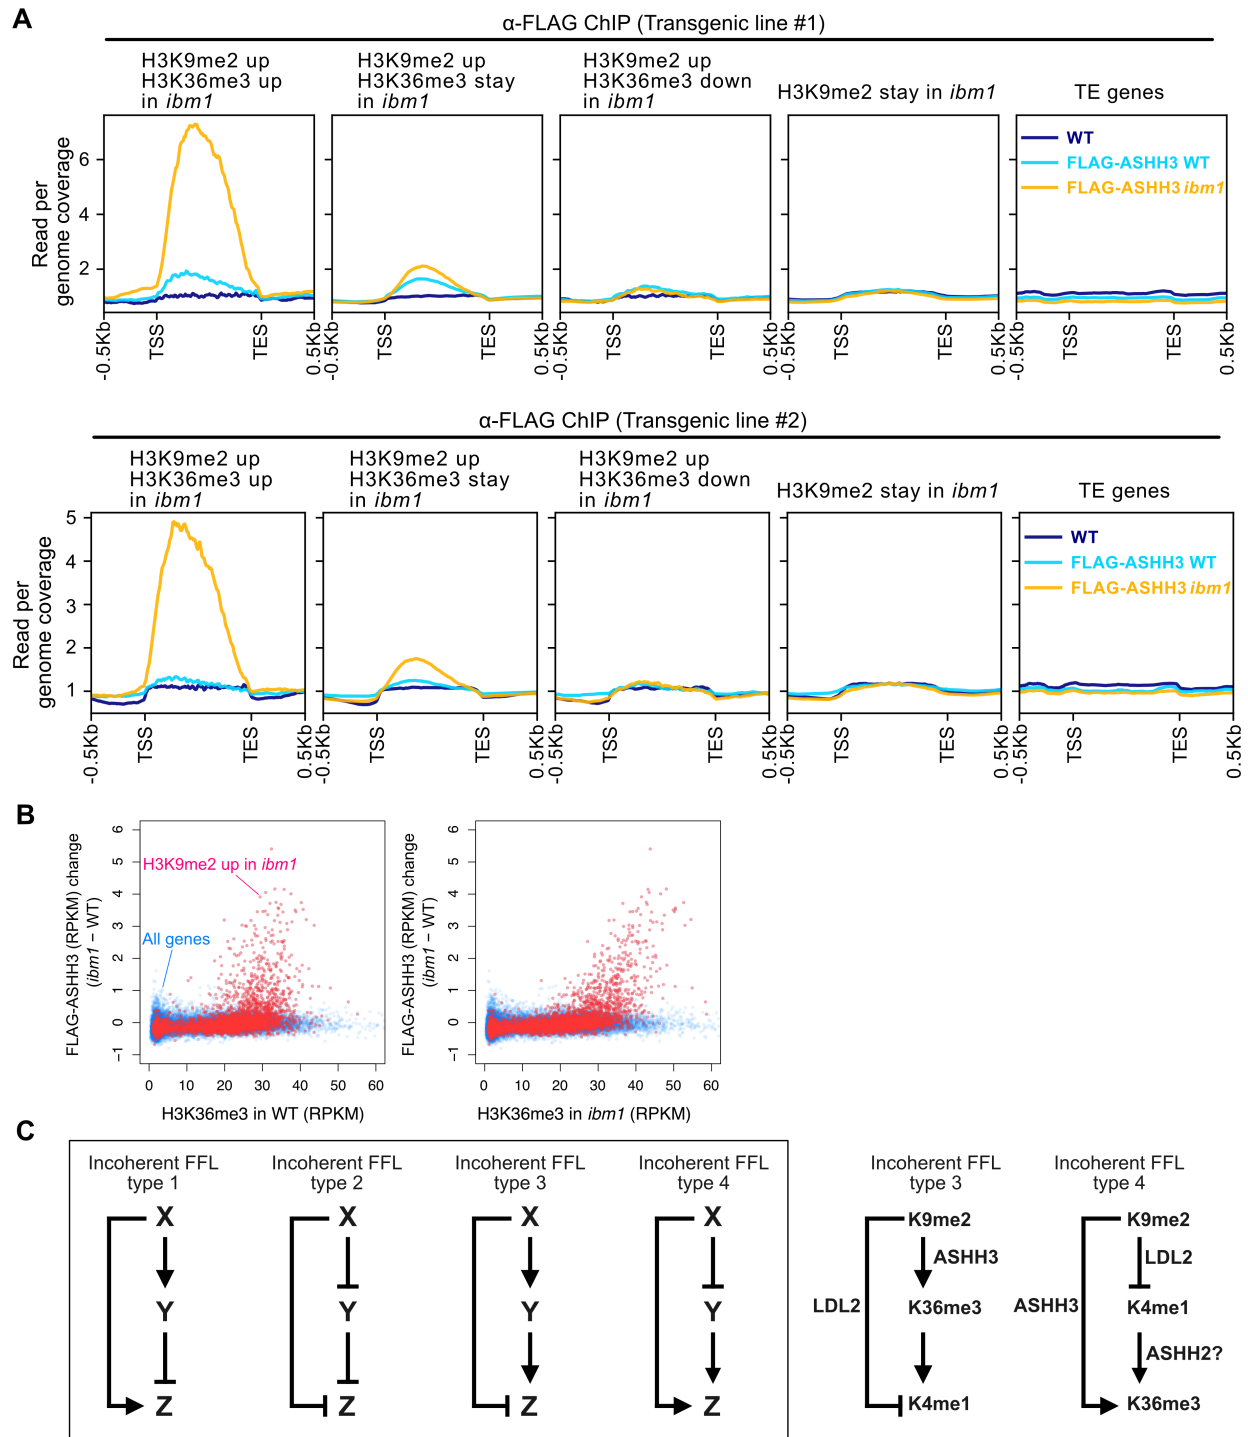

**Fig. S6. ASHH3 localization and incoherent feedforward loops.** (A) Intragenic patterns of FLAG-ASHH3 around genes categorized by H3K9me2 and H3K36me3 changes in *ibm1*, and TE genes. WT is used as the non-transgenic negative control. Two independent FLAG-ASHH3 transgenic lines were analyzed both in WT and *ibm1* background. (B) The relationship between H3K36me3 level in WT (left) and *ibm1* (right), and ASHH3 hyper-accumulation in *ibm1*. (C) Four types of incoherent FFLs (22) in the box and two incoherent FFLs revealed in this study (right).

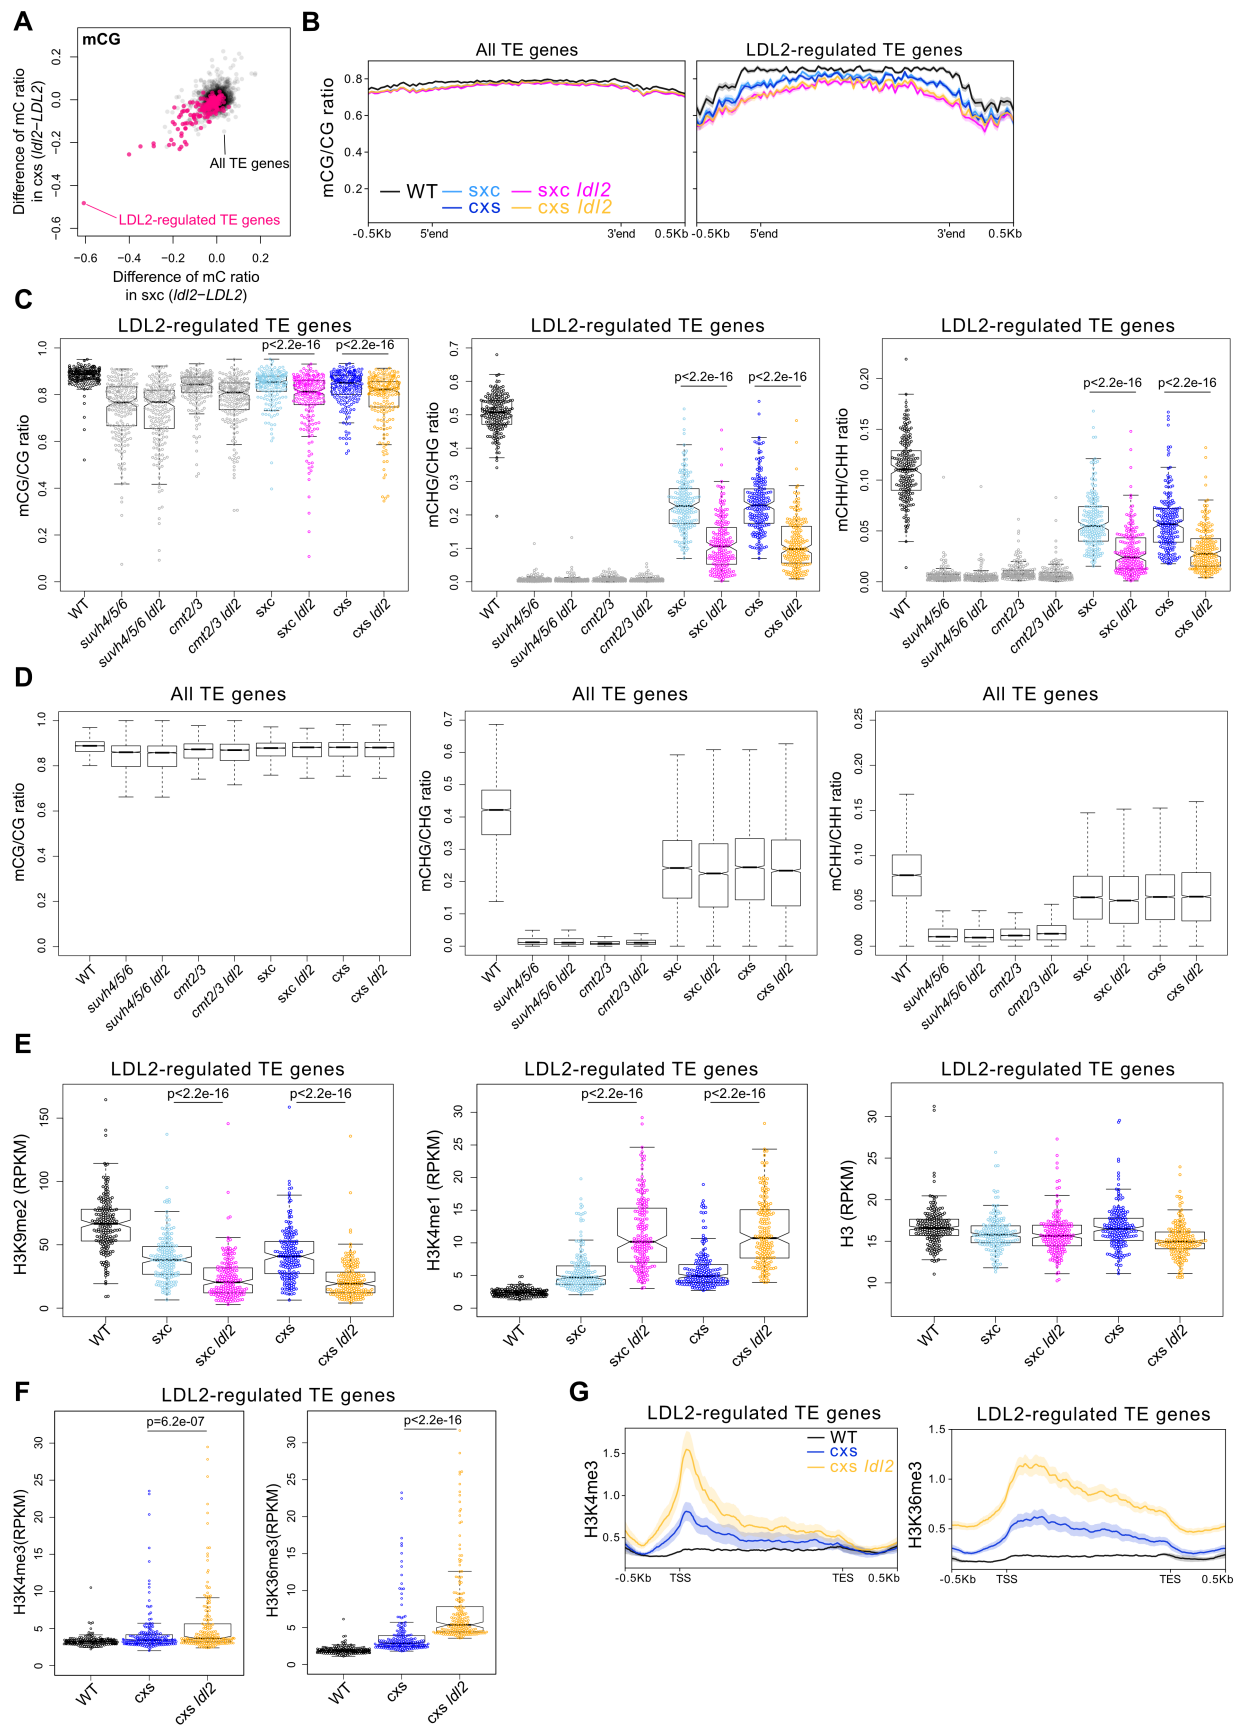

**Fig. S7. LDL2-regulated establishment of TE silencing.** (A) Effects of *ldl2* mutation on mCG in sxc (x-axis) and cxs (y-axis). Each dot represents each TE gene (n= 3,728) and red dots represent “LDL2-regulated TE genes” (n = 194), which show lower mCHG in sxc *ldl2* and cxs *ldl2* than in sxc *LDL2* and cxs *LDL2*, respectively (Fig. 3C). Averages of biological replicates are plotted. (B) Averaged profiles of mCG in WT and four F1 lines around all TE genes (left) and LDL2-regulated TE genes (right). (C) and (D) mCG (left), mCHG (middle), and mCHH (right) levels (ratios of methylated to all cytosines in each context) of LDL2-regulated TE genes (C) and all TE genes (D) in WT, parental mutant plants, and F1 plants. Each circle represents each TE gene. In the boxplots, the center line corresponds to the median, the notch represents the 95% confidence interval of the median, the upper and lower limits of the box correspond to the upper and lower quartiles, and the whiskers indicate the data range within 1.5x of the IQR. The *p*-values are based on paired *t*-tests. (E) H3K9me2 (left), H3K4me1 (middle), and H3 (right) levels of LDL2-regulated TE genes in WT and F1 plants. The *p*-values are based on paired *t*-tests. (F) H3K4me3 (left) and H3K36me3 (right) levels of LDL2-regulated TE genes in WT and F1 plants. The *p*-values are based on paired *t*-tests. (G) Averaged profiles of H3K4me3 (left) and H3K36me3 (right) in WT and F1 lines around LDL2-regulated TE genes. The y-axis represents the RPGC.

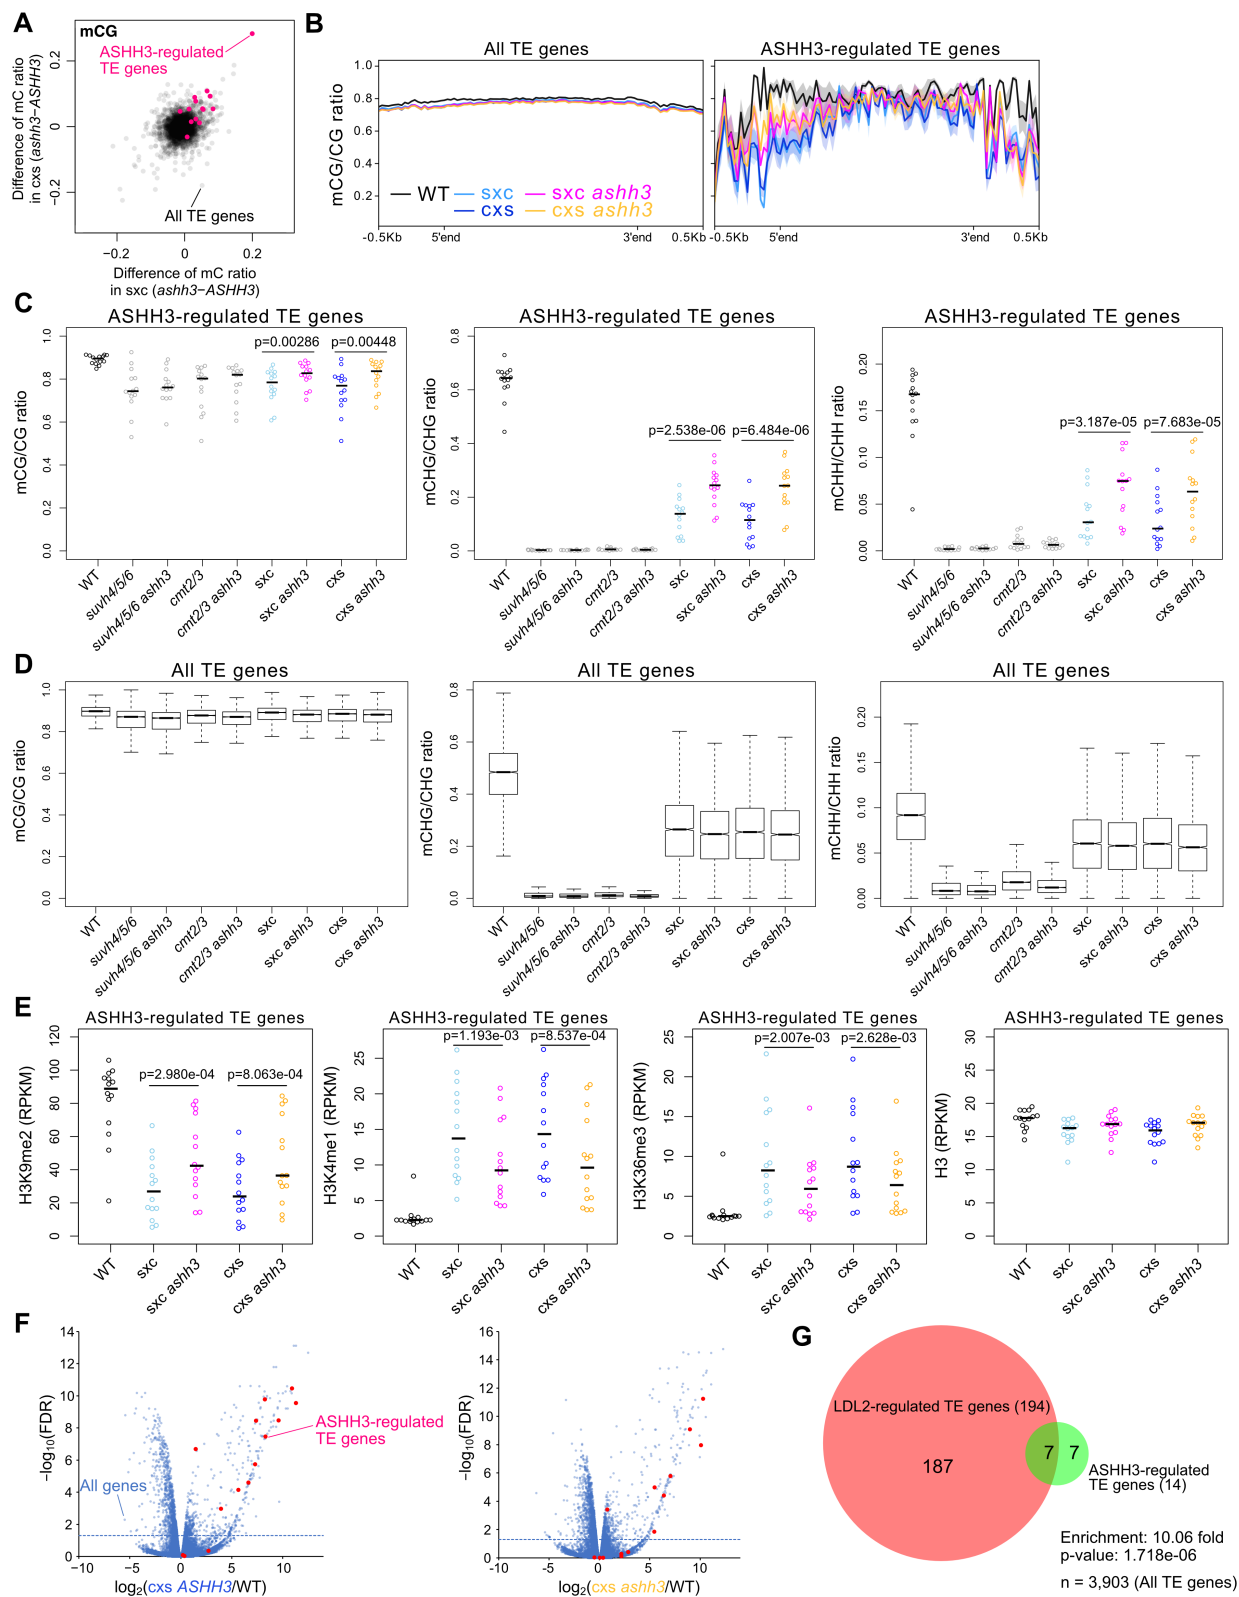

**Fig. S8. Effect of *ashh3* on the establishment of TE silencing.** (A) Effects of *ashh3* mutation on mCG in sxc (x-axis) and cxs (y-axis). Each dot represents each TE gene (n= 3,551) and red dots represent “ASHH3-regulated TE genes” (n = 14), which show higher mCHG in sxc *ashh3* and cxs *ashh3* than in sxc *ASHH3* and cxs *ASHH3*, respectively (Fig. 4B). Averages of biological replicates are plotted. (B) Averaged profiles of mCG in WT and four F1 lines around all TE genes (left) and ASHH3-regulated TE genes (right). (C) and (D) mCG (left), mCHG (middle), and mCHH (right) levels (ratios of methylated to all cytosines in each context) of ASHH3-regulated TE genes (C) and all TE genes (D) in WT, parental mutant plants, and F1 plants. In (C), each circle represents each TE gene, and the horizontal bars indicate the medians. The *p*-values are based on paired *t*-tests. In the boxplots (D), the center line corresponds to the median, the notch represents the 95% confidence interval of the median, the upper and lower limits of the box correspond to the upper and lower quartiles, and the whiskers indicate the data range within 1.5x of the IQR. (E) H3K9me2, H3K4me1, H3K36me3, and H3 levels of ASHH3-regulated TE genes in WT and F1 plants. The *p*-values are based on paired *t*-tests. (F) Volcano plots of mRNA-seq comparing TPM of WT and cxs *ASHH3* (left), and WT and cxs *ashh3* (right). Blue dotted lines represent FDR = 0.05. Blue dots represent all genes including protein-coding genes and TE genes (n = 33,603), and red dots represent ASHH3-regulated TE genes. (G) Venn diagram showing the overlap between LDL2-regulated TE genes and ASHH3-regulated TE genes. The *p*-value is based on a hypergeometric test.

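Between cxs and WT, 1891 of the 33602 genes were called changed by edgeR's quasi-likelihood test at an adjusted P under 0.05, 798 higher and 1093 lower in cxs. The same comparison in the experiment with *ldl2*, with other libraries, called 262 genes. Among genes with at least 1 CPM, 1535 protein-coding genes were called here, and 25.9% of them had the same sign there. Of the 150 TE genes called here, 96% did. Most of the protein-coding calls were therefore not repeated in direction. Between cxs *ashh3* and WT, 1823 genes were called, 684 higher and 1139 lower in cxs *ashh3*. The latter count was 1128 without WT replicate 3. Of the 14 ASHH3-regulated TE genes, 11 were called higher in cxs than in WT and 8 in cxs *ashh3* than in WT, and none was called or had an unadjusted P under 0.05 in the other direction (0 of 14 in each comparison). As a set, the 14 genes were higher than in WT in cxs (fry, P = 3.5e-08) and in cxs *ashh3* (P = 1.18e-06), each the smallest over the 10 label permutations of the 6 libraries. With the 6 genes that had no counts in one genotype at their bound and 1 gene with too few counts left out, the median log2 fold change over 13 genes was 6.10 in cxs and 3.79 in cxs *ashh3*. Both comparisons use the same 3 WT libraries and are not independent of each other.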

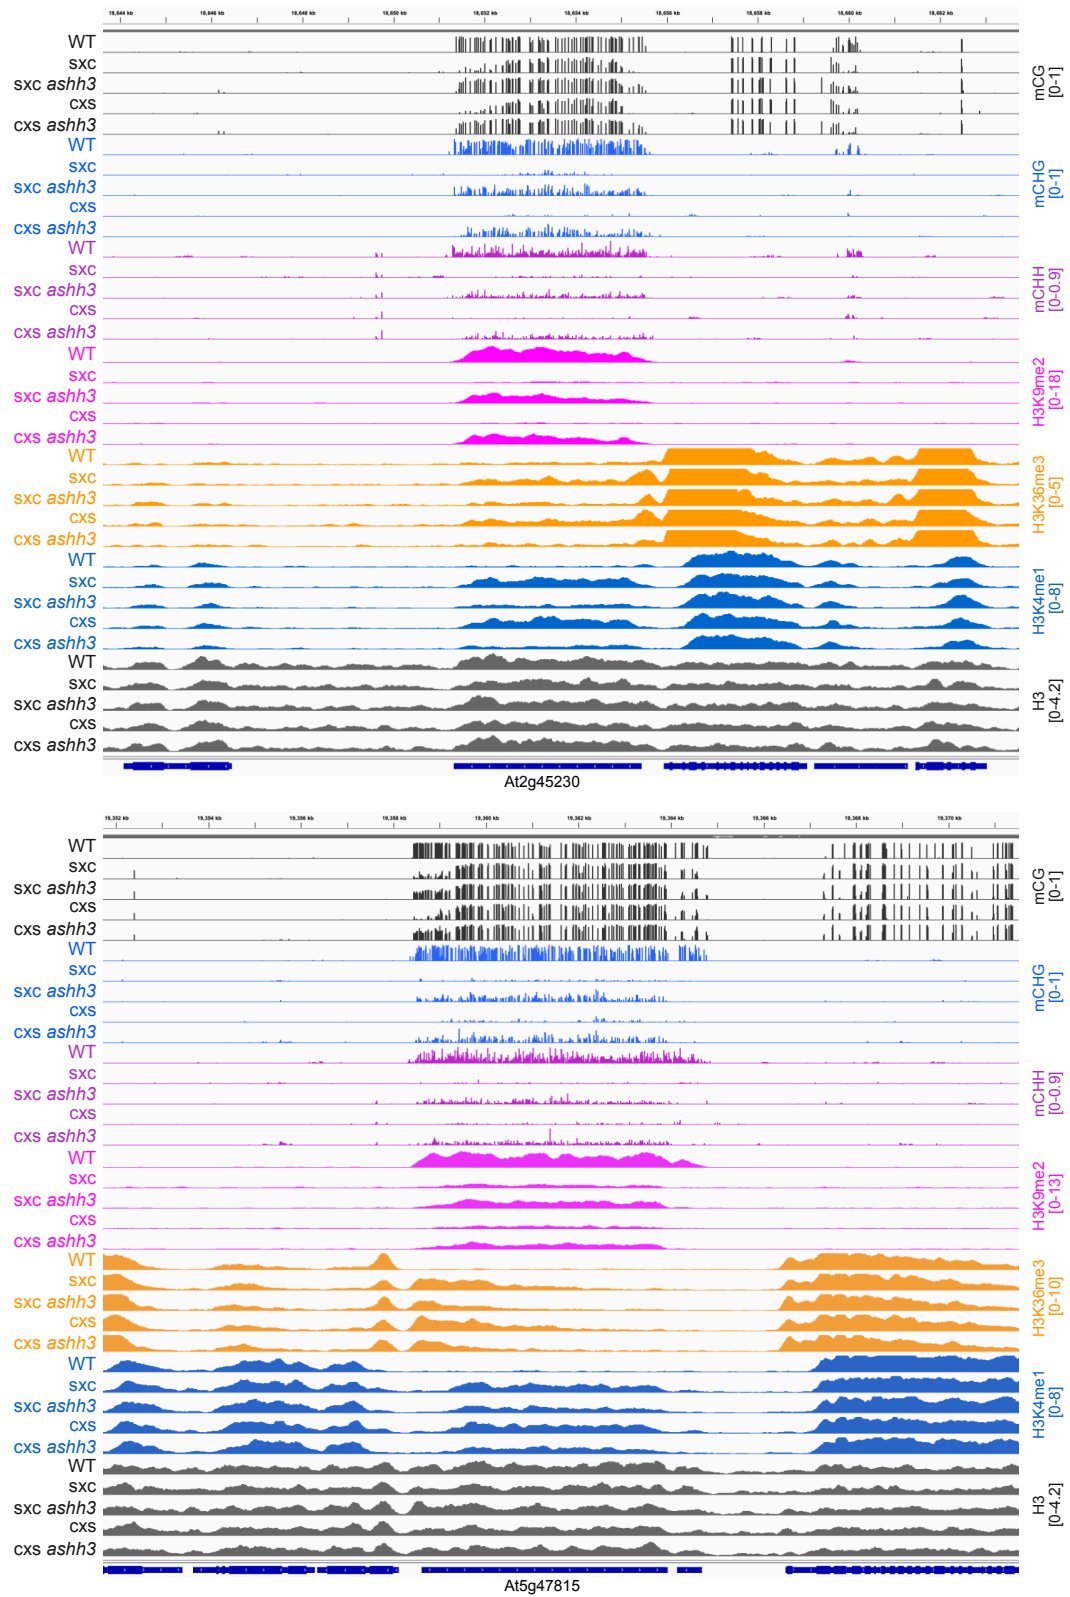

**Fig. S9. TEs anti-silenced by ASHH3.** Browser views showing DNA methylation in CG, CHG, CHH contexts, H3K9me2, H3K36me3, H3K4me1, and H3 around two ASHH3-regulated TE genes, At2g45230 (top) and At5g47815 (bottom).

**Data S1. (separate file)**

The list of genes analyzed in Figures.

How the deposited data were processed for this re-analysis (not part of the article)

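The mRNA-seq of the crosses between *suvh4/5/6* and *cmt2/3* was analyzed from the per-gene counts that the authors deposited, in 2 experiments. The experiment with *ldl2* holds 27 libraries, 3 biological replicates of each of 9 genotypes, and the experiment with *ashh3* holds 9 libraries, 3 of each of WT, cxs, and cxs *ashh3*. Each library was assigned to its genotype by its sample labels and the column names of the table. The authors extracted total RNA from 2-week-old seedlings, made libraries with the KAPA mRNA HyperPrep Kit, sequenced 150-base paired ends, clipped 50 bases from each read, mapped the remaining 100 bases to TAIR10 with STAR, and counted reads per gene with its GeneCounts mode. The count tables that the authors deposited are not normalized and hold 33602 genes, including 3903 TE genes and 27416 protein-coding genes. The paper describes that the strand with the larger sum was used for each TE gene. The identifiers in the tables show that the antisense strand was also used for 4528 protein-coding genes in the experiment with *ldl2* and for 3215 in the experiment with *ashh3*, so a count on such a gene is not a count of its sense transcript. The strand was chosen per table and differs for 4246 genes, so tests were made only within a table. No counts were found in any library for 1214 genes in the first table and 2765 in the second.

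Counts per library ranged from 8448989 to 12942034 (median, 10983243) in the experiment with *ldl2* and from 8252720 to 10656469 (median, 9005071) in the experiment with *ashh3*. Many of the LDL2-regulated TE genes have few or no counts, and where a group had no counts a fold change is given as a lower bound against 3 counts. Such bounds cover counting error only. Replicate libraries were compared before they were averaged. Their counts correlated with r from 0.937 to 0.993 in the experiment with *ldl2* and from 0.988 to 0.993 in the experiment with *ashh3*, and every pair differed by more than the sampling noise (chi-square per degree of freedom of at least 3.39), so each library was counted as a replicate.

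Genes were tested with edgeR (version 4.0.16) in R (version 4.3.3). Counts were scaled by TMM, dispersions were estimated with the default settings, all genotypes of an experiment were fitted together with a mean for each genotype, and contrasts were tested by the quasi-likelihood F test over all genes without a filter. P values were adjusted by the Benjamini-Hochberg method over all genes, and genes with an adjusted P under 0.05 were called changed. The *ldl2* effect was tested in sxc, cxs, *suvh4/5/6*, and *cmt2/3*, over both F1 crosses, and as differences between backgrounds. Sets of genes were tested by fry in limma (version 3.58.1). The lists of 194 LDL2-regulated and 14 ASHH3-regulated TE genes and 3 further lists came from Data S1 of the paper, whose columns were complete. CPM values use the TMM-scaled library sizes. TPM was computed from the deposited counts with the summed length of the exons of each gene in the reference annotation of TAIR10.1. For 775 genes without exons in that annotation, the span in the table was used. Of the genes in the tables, 32835 were found in that annotation, and 32834 of them overlapped their position there. Of the 3903 TE genes, 3895 had the same start and end. Log2 values of TPM used a pseudocount of 0.05, as in Fig. 3G. Library medians were compared by exact permutation tests, which cannot give P under 0.1 for 3 libraries against 3. Between cxs *ashh3* and cxs, the medians of the LDL2-regulated TE genes and of the 3 further lists were compared with 10000 random lists of the same size. These were matched on mean expression in 20 bins and on gene class. No random lists were drawn for the *ldl2* comparisons or for the 14 ASHH3-regulated TE genes.

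The comparisons, the lists, the rule for naming genes, and the alternatives were fixed before the data were examined, apart from the tests and alternatives that the text names as chosen later. By that rule, the genes named in the text are those the paper names, the ASHH3-regulated TE genes, and the 3 LDL2-regulated TE genes with the largest change in each *ldl2* comparison. For the comparison of cxs *ashh3* with cxs and for the *ldl2* effect over both F1 crosses, the 3 genes outside the lists with the largest rise and the 3 with the largest fall are also named. The genes chosen by the size of their change had an adjusted P under 0.05, an average of at least 1 CPM, and no overlap between the libraries of the groups, which was not asked of the genes the paper names or of the ASHH3-regulated TE genes. The seed markers, the TE genes that share sequence with the list, and the neighbors of AT3G05160 were named outside this rule, after the values of the genes they bear on had been seen. The alternatives were RLE scaling, a filter on low counts (filterByExpr), a fit of the compared groups alone, the replicate number as a block, the likelihood ratio test, the Wald test of DESeq2 (version 1.42.0), bias-adjusted quasi-dispersions, the exact test, camera in place of fry, other measures of the mRNA level, and each library left out in turn.

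The test was checked on simulated counts of the 33602 genes, with 200 genes changed by known fold changes. The changed genes were drawn from those with an average of at least 1 CPM. The shares recovered therefore do not cover genes with fewer counts, such as many LDL2-regulated TE genes. Each gene was simulated independently, so variation shared by the genes of a library is not covered by the shares of false calls. With dispersions drawn around the trend, 51.5% of the changed genes were recovered for cxs *ldl2* against cxs, 50% for sxc *ldl2* against sxc, and 71.5% for cxs *ashh3* against cxs, and 1.9%, 3.8%, and 10.6% of the calls were of unchanged genes. Recovery is pooled over the simulated fold changes and depends on their mix. From the smallest to the largest fold change it rose from 0% to 98%, from 0% to 94%, and from 22% to 100%, in that order. With the dispersion fitted for each gene, 59.5%, 59%, and 75.5% were recovered, and 4.8%, 2.5%, and 28.4% of the calls were of unchanged genes. Both shares for cxs *ashh3* against cxs, 10.6% and 28.4%, lie above the nominal 5%, so the calls of that comparison can hold more false calls than the threshold names. Dispersions fitted to 3 libraries per genotype may be too widely spread to simulate from, which would raise the second share, and this was not tested.

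The 12 count files of a further experiment, with WT, *ibm1*, *ashh3*, and *ibm1 ashh3*, could not be matched to its libraries from the labels and were not used. The ChIP-seq and DNA methylation experiments were not analyzed here.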

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

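The comparisons with other splits of the libraries, the test of seed RNA behind all the lowered genes, the test of a dependence of AT3G05160 on the background, the bounds without the highest library, and the tests without the 7 TE genes shared by 2 lists were chosen after the results had been seen. The other tests of this part were chosen before their own results were seen. Among them, the tests of seed markers, of shared sequence, and of the neighbors of AT3G05160 were chosen after the values they bear on had been seen.

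The effect of *ldl2* on the 194 LDL2-regulated TE genes differed between the parents. As a set, the genes rose more in *cmt2/3* than in *suvh4/5/6* (fry on the difference of the effects, n = 27 libraries in the fit, P = 0.000419), with a median difference in log2 fold change of 0.96, above 0 for 143 genes and below 0 for 43. P remained under 0.05 with each of the 12 libraries left out (0.000472 to 0.00146). Depth as the cause is argued against by libraries thinned to 8448989 counts each, which gave P = 0.000249 (fry, n = 27 libraries in the fit, 3 per genotype). The genes have higher mRNA levels in *suvh4/5/6* than in *cmt2/3*, so a candidate explanation is that transcripts already at a high level in *suvh4/5/6* could rise no further. To test this, the level of a gene was averaged over the libraries with and without *ldl2* of each parent. For 38 genes of the list with counts, the level in *suvh4/5/6* was not above that in *cmt2/3*. Among them, the median difference was 0.46 and P was 0.339 (fry). A P over 0.05 among these genes had been set to speak for a ceiling. The genes are few, and the *ldl2* libraries enter both their choice and the difference, so the direction of the median cannot be weighed. A ceiling can therefore not be told apart from a difference between the backgrounds. Of 100 splits of the libraries within the backgrounds, 12 gave a set P as small and 12 at least as many single genes as the 4 called (1949 at an unadjusted P under 0.05). All 12 keep *cmt2/3* and *cmt2/3 ldl2* whole and with them the effect in *cmt2/3*, and of the other 88 splits 0 gave either, so the design sets these shares and they say nothing on chance. Among single genes the direction depends on the setting, with 64 higher and 169 lower for the compared groups alone in the fit and 13 and 35 with DESeq2, against 4 and 0. A biological difference between the parents was not tested apart from these.

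The *ldl2* effect on the same set was also larger in the F1 plants than in the parents (fry on the difference of the means, n = 27 libraries in the fit, P = 0.000322), with a median difference of 0.93, above 0 for 136 genes and below 0 for 55. At equal depth P was 0.000401, which argues against depth. Of 100 splits, 1, the real split, gave a P as small, but such splits also break up the *ldl2* effect itself, so this is no share under an equal effect. The difference may rest on *suvh4/5/6* alone. Against *cmt2/3*, the F1 effect was not larger at the threshold (fry, n = 27 libraries in the fit, P = 0.101, median difference 0.28), whereas against *suvh4/5/6* it was (P = 5.62e-06, median difference 1.38). Gene by gene, 7 genes were called (2455 at an unadjusted P under 0.05), and 6 of 100 splits gave as many. Without cxs *ldl2* replicate 1, 19 genes were called.

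Outside the 194 genes, 60 genes were called changed by *ldl2* over both F1 crosses, 49 higher, of which 32 are TE genes, and 11 lower. The paper does not report on genes outside the list in this experiment. Of 100 splits, 4 gave at least as many calls as the 108 over all genes, the largest other split giving 1913, and without cxs *ldl2* replicate 1 the fit gave 1065 calls, 453 higher and 612 lower against 97 and 11, so single libraries weigh on this count and on its direction. Reads shared with raised genes of the list were tested through shared stretches of 100 bases, which 15.6% (5 of 32) of the raised TE genes outside the list had, against 0.272% (10 of 3677) of the other TE genes. For most of the 32 genes, this argues against reads shared through identical stretches of that length, while AT1G78350, AT2G15060, AT4G04105, AT4G06588, and AT5G35820 stay open. Reads passing between copies that differ in a few bases were not tested, so that source stays open for all 32 genes. The largest rise was at AT4G04105 (chromosome 4, 1969059 to 1972381), from 0.252 ± 0.247 CPM (SD, n = 6) to 2.79 ± 1.33 CPM (log2 fold change 4.29, SE 0.47, adjusted P = 3.22e-05, edgeR's quasi-likelihood test). AT2G13300 (chromosome 2, 5517589 to 5520081, a TE gene) rose from 0.467 ± 0.628 to 4.99 ± 2.55 CPM (log2 fold change 3.94, SE 0.42, adjusted P = 2.3e-05) and AT5G36900 (chromosome 5, 14546924 to 14548203, protein-coding) from 0.338 ± 0.305 to 4.49 ± 2.6 CPM (log2 fold change 3.62, SE 0.56, adjusted P = 0.00222). Both are counted on their antisense strand. An effect of *ldl2* on TE genes outside the list is a hypothesis that was not tested separately.

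The largest fall over both F1 crosses was at AT3G05160, a gene of the major facilitator superfamily (chromosome 3, 1453106 to 1457150), from 37.7 ± 6.41 to 6.87 ± 2.05 CPM (SD, n = 6, log2 fold change -2.47, SE 0.13, adjusted P = 1.42e-11, edgeR's quasi-likelihood test). It fell in all 4 backgrounds, with log2 fold changes of -2.34 in sxc, -2.60 in cxs, -2.29 in *suvh4/5/6*, and -2.45 in *cmt2/3*. It had 5.01 to 10.8 CPM in the 12 *ldl2* libraries and 32.3 to 51.7 CPM in the other 15. Reads shared with its neighbors were tested through AT3G05152, AT3G05155, AT3G05165, and AT3G05170, chosen for their place, of which 0 of 4 were called lower or higher. AT3G05155 was higher in *ldl2* (log2 fold change 2.76, adjusted P = 0.0669, same test), at 0.648 against 0.0827 CPM. AT3G05152 was at 0.191 against 0.116 CPM, AT3G05165 at 54.6 against 53.1 CPM, and AT3G05170 at 4.58 against 4.55 CPM. The first 2 of these lie near the floor, so their calls say little. All 4 rises are small beside the fall of AT3G05160, at 7.77 against 41.2 CPM, which argues against a shift of most of its reads to them. Whether the fall depends on the background cannot be told apart from no dependence (smallest unadjusted P over the 3 differences between backgrounds, 0.296). AT3G05160 and *LDL2* lie on the same chromosome, so a variant carried along with the *ldl2* allele is an open explanation, as is an effect of LDL2, and neither was tested. The next falls were at *RLP19* (AT2G15080, chromosome 2, 6533687 to 6536995), from 37 ± 7.94 to 14.9 ± 4.8 CPM (log2 fold change -1.32, SE 0.21, adjusted P = 0.00222), and at *QQS* (AT3G30720, chromosome 3, 12349047 to 12349832), from 19.8 ± 5.15 to 9.31 ± 0.991 CPM (log2 fold change -1.08, SE 0.17, adjusted P = 0.00131).

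Between cxs *ashh3* and cxs, 348 genes outside the 14 ASHH3-regulated TE genes were called changed, 187 higher and 161 lower, of which 29 are TE genes. The real split was the only one of 10 with as many calls, and 10 splits cannot give a share under 0.1. For variation among libraries of the same genotype, a correlation under 0.2 with the main axis of that variation in the experiment with *ldl2* had been set to speak against it, and the correlation was 0.0401. That axis holds 34.8% of the variation there and was not taken from the libraries compared here, whose own variation cannot be told apart from an effect of *ashh3* by this test. More genes were lower than higher with the likelihood ratio test (251 higher and 301 lower over all genes), the exact test (261 and 296), and the compared groups alone in the fit (202 and 215), against 187 and 170. The largest rises were at AT2G06760 (TE gene, chromosome 2, 2691303 to 2694916), from 0.25 ± 0.217 to 8.81 ± 3.54 CPM (SD, n = 3, log2 fold change 5.11, SE 0.52, adjusted P = 2.54e-05, edgeR's quasi-likelihood test), AT4G37608 (protein-coding, counted antisense, chromosome 4, 17668951 to 17670631; log2 fold change 3.37, SE 0.42, adjusted P = 0.000114), and AT4G01980 (TE gene, chromosome 4, 863351 to 864259; log2 fold change 3.32, SE 0.61, adjusted P = 0.00703, up to 0.0526 with a library left out). The largest falls were at genes without counts in cxs *ashh3*, namely *CRU3* (AT4G28520, chromosome 4, 14087556 to 14089796; at least 174-fold lower, 19.8 ± 30.7 CPM in cxs, adjusted P = 0.0313, up to 0.0822 with a library left out), *BGLU19* (AT3G21370, chromosome 3, 7524054 to 7527652; at least 91.9-fold lower, 10.5 ± 10.5 CPM in cxs, adjusted P = 0.00111, up to 0.00565), and AT3G21380 (chromosome 3, 7528184 to 7530677; at least 36.8-fold lower, 4.18 ± 4.13 CPM in cxs, adjusted P = 0.00536, up to 0.0303). These bounds lean on cxs replicate 3, the highest for all 3 genes, and without it they were 18.6-fold, 39.2-fold, and 15.8-fold, in that order. In the 3 cxs libraries *CRU3* was at 0.0979 to 55.1 CPM, *BGLU19* at 3.04 to 22.4 CPM, and AT3G21380 at 1.67 to 8.95 CPM.

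*CRU3* encodes a seed storage protein, so seed material in the cxs libraries could be a source of these transcripts, and 14 seed markers were listed. *CRU3*, *CRA1*, *OLEO1*, and *OLEO2* had been seen before the test and the other 10 had not. Of these 10, 1 (*GEA6*) was higher in every cxs library than in every cxs *ashh3* library, where chance gives 5% per gene. By the prediction written before the test, a count this low was to speak against seed material, and only after this result was seen was the test read as leaving it open. Of the 10, *CRU2*, *SESA3*, *SESA4*, and *SESA5* are counted on their antisense strand. If the strand with the larger sum was kept for them, as the paper describes for TE genes, *SESA3* and *SESA4* had no more than 3 sense counts each over the 9 libraries, so the strand hides little there, whereas up to 41 for *CRU2* and 65 for *SESA5* are not seen. Among the 6 counted on the sense strand it was also 1, and 5 of these 6 had more than 3 counts in cxs. *SESA3*, *SESA4*, and *EM1*, with 0, 0, and 1 counts in cxs, go against seed material, and *SESA1*, *SESA2*, *GEA6*, and *PAP85*, with counts in cxs and none in cxs *ashh3*, go with it. None of the 10 had a mean above 1.62 CPM in cxs, and with so few counts seed material is neither shown nor excluded. The 14 markers together had 90, 247, and 1132 counts in the 3 cxs libraries, of which the 10 not seen before had 47, 46, and 81. The 14 had 66 in the cxs *ashh3* libraries together, 250 in the WT libraries together, and 2720 in the 27 libraries of the experiment with *ldl2*, and 3 of the 14 had a mean of at least 1 CPM in WT. Of the 10 markers, 7 had more than 3 counts in cxs, which had been set to speak against misassigned reads of an abundant transcript. Of these 7, 5 had most of their counts in cxs (in cxs, cxs *ashh3*, and WT, *SESA1* had 21, 0, and 4, *SESA2* 26, 0, and 1, *GEA6* 21, 0, and 6, *PAP85* 9, 0, and 3, and *CRU2* 26, 8, and 7), whereas *SESA5* (22, 20, and 23) and *OLEO4* (48, 24, and 34) were also counted in the others. All 21 counts of *SESA1* and 25 of the 26 of *SESA2* in cxs were in replicate 3. The 7 markers had means of at most 1.62 CPM in cxs, and with so few counts misassigned reads cannot be told apart from transcripts of these genes. For seed RNA as the cause of all 161 lowered genes, 4.97% of them (8) fell by more CPM than *CRA1*, the most abundant marker at 24.1 CPM in cxs. *CRA1* varied from 2.64 to 57.9 CPM among the cxs libraries, and this cannot be told apart from a small share of seed RNA.

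In cxs *ashh3*, 4 lists of the paper were lower than in cxs as sets (fry, P adjusted over the 4 sets). The paper reports no mRNA for these lists as such in this experiment, but 7 of the 194 LDL2-regulated TE genes are also among the 14 ASHH3-regulated TE genes, for which it does (Fig. 4H). These were the 194 LDL2-regulated TE genes (adjusted P = 0.000352, median log2 fold change -0.47, or -0.76 over 127 genes with genes without counts in a genotype at their bound, 14 called lower and 3 higher), the 164 genes with increased H3K9me2 and H3K36me3 in *ibm1* (adjusted P = 0.00328, median -0.07), the 445 genes with increased H3K9me2 and decreased H3K36me3 (adjusted P = 0.000352, median -0.08), and the 497 genes that gain FLAG-ASHH3 in *ibm1* (adjusted P = 0.0167, median -0.05). Without the 7 shared genes, the other 187 LDL2-regulated TE genes were lower as well (adjusted P = 0.000971, median -0.4, 9 called lower and 3 higher), so 5 of the 14 lower calls are of shared genes. The list that gains FLAG-ASHH3 was not past the threshold with camera (0.0596) and lay between 0.0279 and 0.0942 with a library left out. A shift shared by genes of like expression as the whole cause is argued against by random lists matched on expression, of which 0.04% of 10000 had a median as low as the 164 LDL2-regulated TE genes with counts (-0.745, against -0.61 to -0.186 in the random lists with 2.5% left out at each end) and 0% had one as low as each of the other 3 lists. The random lists for the LDL2-regulated TE genes had a median of -0.371 themselves, so a part of that fall is shared by TE genes of like expression. Without the 7 shared genes, 0.55% of 10000 random lists had a median as low as the other 157 genes with counts (-0.684, against -0.607 to -0.136). For each of the 4 sets, and for the LDL2-regulated TE genes without the 7, the real split was the only one of 10 with a P as small, the lowest share that 10 splits can give. The shifts of the 3 lists of protein-coding genes are under 0.1 on the log2 scale. Between cxs and WT, which both have functional *ASHH3*, the list with increased H3K9me2 and H3K36me3 (median -0.08, fry, P = 0.00751) and the list that gains FLAG-ASHH3 (median -0.06, P = 0.00732) shifted by as much, each P being the smallest over the 10 label permutations of the 6 libraries, so shifts of this size in these 2 lists also occur without *ashh3*. The list with decreased H3K36me3 did not shift there (median 0.01, P = 0.956, with a P as small in 9 of the 10 label permutations).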

How the results depend on the processing

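The alternatives were set before the data were examined, apart from those for the paired *t* test, for the 14 ASHH3-regulated TE genes in the experiment with *ldl2*, for leaving out libraries in the reciprocal comparisons, for the LDL2-regulated TE genes in cxs *ashh3* without the 7 shared genes, and for fold bounds without the highest library, which were chosen after seeing the data. The balance of higher and lower genes among the called reversed under some alternatives, which are given below. The direction also reversed for the ASHH3-regulated TE genes as a set in *suvh4/5/6* without *suvh4/5/6* replicate 2, and for AT1G76710 and AT1G77300, whose log2 fold changes were near 0 (0.02 and -0.01). The set tests of the LDL2-regulated TE genes kept their side of the threshold in all 4 backgrounds and over both F1 crosses with camera, RLE scaling, filterByExpr, the compared groups alone, the replicate block, and each library left out, as did that of the ASHH3-regulated TE genes in cxs *ashh3*. The other alternatives were not run for sets. Of these 14 genes, 9 were called lower with RLE scaling, the compared groups alone, the likelihood ratio test, and the exact test, 7 with filterByExpr, DESeq2, and bias-adjusted quasi-dispersions, and 7 to 9 with a library left out. The numbers of called genes moved more, and except where the construction of the alternative shows it, the cause was not tested.

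With only the libraries of the groups compared in the fit, which leaves fewer libraries to estimate the spread, the number of genes changed by *ldl2* was 9 in sxc (43 with all genotypes), 1 in cxs (34; 0 higher and 1 lower, against 19 and 15), 13 in *suvh4/5/6* (8), 1630 in *cmt2/3* (21; 405 higher and 1225 lower, against 19 and 2), and 16 over both F1 crosses (108). The number of LDL2-regulated TE genes called higher was then 5 in sxc (20), 0 in cxs (10), 2 in *suvh4/5/6* (1), 50 in *cmt2/3* (9), and 11 over both F1 crosses (48). Of these genes, 21 were above WT in sxc (32), 21 in cxs (43), and 42 in cxs *ldl2* (73). Genes whose *ldl2* effect differed between *cmt2/3* and *suvh4/5/6* numbered 233 (4; 64 higher and 169 lower, against 4 and 0), no gene differed between the reciprocal F1 plants (0 with *LDL2*, 0 with *ldl2*). The ASHH3-regulated TE genes as a set in cxs then gave P = 0.0533 (fry, n = 6 libraries in the fit), whereas over the exact permutation of these 6 libraries, run in the fit of all genotypes, the real split was the only 1 of 10 with a P as small.

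With the likelihood ratio test, the genes changed by *ldl2* were 100 in sxc, 976 in cxs, 13 in *suvh4/5/6*, 143 in *cmt2/3*, and 209 over both F1 crosses, with 45 LDL2-regulated TE genes higher in sxc, 38 in cxs, and 26 in *cmt2/3*. It called 21 genes for *cmt2/3* minus *suvh4/5/6*, 18 for sxc minus cxs, 31 for F1 minus parents, 12 between cxs and sxc, 1973 between cxs *ldl2* and sxc *ldl2*, and 552 between cxs *ashh3* and cxs. With DESeq2, they were 85 in sxc, 1850 in cxs, 306 in *cmt2/3* (130 higher and 176 lower, against 19 and 2), and 246 over both F1 crosses (182 and 64, against 97 and 11), with 39 LDL2-regulated TE genes higher in sxc, 41 in cxs, and 27 in *cmt2/3*. It called 48 genes for *cmt2/3* minus *suvh4/5/6* (13 and 35, against 4 and 0), 17 for sxc minus cxs, 24 for F1 minus parents (18 and 6, against 6 and 1), 13 between cxs and sxc (3 and 10, against 1 and 0), and 2948 between cxs *ldl2* and sxc *ldl2*. Bias-adjusted quasi-dispersions gave 1852 in cxs with 34 LDL2-regulated TE genes higher, 21 in *suvh4/5/6*, 13 for F1 minus parents, 2 between cxs and sxc, 3282 between cxs *ldl2* and sxc *ldl2*, and 197 between cxs *ashh3* and cxs. With filterByExpr, they were 56 in cxs, 1689 between cxs *ldl2* and sxc *ldl2*, and 162 between cxs *ashh3* and cxs, and the exact test gave 557 for the latter. Between cxs *ashh3* and cxs, more genes were lower than higher with the likelihood ratio test (251 higher and 301 lower), the exact test (261 and 296), and the compared groups alone (202 and 215), against 187 and 170, and between cxs and sxc with the likelihood ratio test (3 and 9, against 1 and 0). RLE scaling moved the split in cxs to 19 higher and 8 lower (19 and 15).

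With each library left out in turn, the genes changed by *ldl2* ranged from 26 to 42 in sxc, from 5 to 4728 in cxs, from 3 to 6 in *suvh4/5/6*, from 12 to 21 in *cmt2/3*, and from 67 to 1065 over both F1 crosses. The LDL2-regulated TE genes called higher ranged from 4 to 47 in cxs, from 0 to 1 in *suvh4/5/6*, and from 29 to 65 over both F1 crosses. Genes called ranged from 2 to 6 for *cmt2/3* minus *suvh4/5/6*, from 0 to 1112 for sxc minus cxs, from 4 to 19 for F1 minus parents, from 0 to 54 between cxs and sxc, and from 0 to 5268 between cxs *ldl2* and sxc *ldl2*. In cxs, over both F1 crosses, for sxc minus cxs, for F1 minus parents, and between the *ldl2* F1 plants, the highest number came without cxs *ldl2* replicate 1. More genes were then lower than higher in cxs (2134 higher and 2594 lower, against 19 and 15), over both F1 crosses (453 and 612, against 97 and 11), and between the *ldl2* F1 plants (2459 and 2809, against 485 and 465). The same reversal came in cxs without cxs replicate 2 (266 and 377), between cxs and sxc without sxc replicate 3 (2 and 52), and between the *ldl2* F1 plants without sxc *ldl2* replicate 1 (0 and 2), replicate 2 (436 and 707), or replicate 3 (0 and 35), or cxs *ldl2* replicate 3 (97 and 155). The number ranged from 223 (without cxs *ashh3* replicate 1) to 523 between cxs *ashh3* and cxs and from 1128 (without WT replicate 3) to 1966 between cxs *ashh3* and WT. P for the genes that gain FLAG-ASHH3 in *ibm1* ranged from 0.0279 to 0.0942 and was 0.0596 with camera.

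The difference in library medians was 0.381 in sxc, 0.416 in cxs, and 0.356 in *cmt2/3* with a pseudocount of 1, which compresses low values, against 1.99, 1.53, and 1.24. On CPM it was 2.47 in sxc and 0.0992 in *suvh4/5/6* (0.274), and with the mean over genes 1.19 in sxc, 0.0975 in *suvh4/5/6*, and 0.846 in *cmt2/3*. On CPM, with the mean over genes, and with the genes of a mean TPM of at least 0.5, the libraries of cxs and cxs *ldl2* no longer overlapped, whereas those of *suvh4/5/6* and *suvh4/5/6 ldl2* then did. The paired *t* test in *suvh4/5/6* (n = 194 genes) passed the threshold with a pseudocount of 1 (P = 0.0141) and with TPM averaged before the logarithm (P = 0.0262).

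The replicate numbers do not pair the libraries. Deviations of libraries with the same number correlated with a mean of 0.03 (-0.66 to 0.67, 108 pairs) in the experiment with *ldl2* and -0.06 (-0.4 to 0.13, 9 pairs) in the experiment with *ashh3*. With the number as a replicate block, the genes changed by *ldl2* were 37 in sxc, 43 in cxs (17 higher and 26 lower, against 19 and 15), 9 in *suvh4/5/6*, 19 in *cmt2/3*, and 90 over both F1 crosses, those between cxs *ldl2* and sxc *ldl2* were 1182 (581 higher and 601 lower, against 485 and 465), those between cxs *ashh3* and cxs 301, with 8 of the 14 genes lower, those between cxs and WT 1637, and those between cxs *ashh3* and WT 1473.

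Among single named genes, 47 other results fell below the threshold under an alternative and 8 passed it. The alternatives planned for the 12 libraries of the experiment with *ibm1* and *ashh3* were not run, since their 12 count files could not be matched to the libraries. Of the 194 LDL2-regulated TE genes, 99 had no counts in WT, 59 none in sxc, and 23 none in *suvh4/5/6*.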

Differences from the paper's values

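All values of this part are medians over the 194 LDL2-regulated TE genes of log2(TPM + 0.05) averaged over 3 libraries, and the paper's were read by eye from Fig. 3G. Averaging TPM before the logarithm, which the paper's wording also allows, was not among the alternatives compared with Fig. 3G. On the same TPM values it cannot give a lower median than averaging the logarithms. Every value with a gap below lies above the paper's, so this reading argues against itself as the source of the gaps. A gap was counted where it exceeded both a reading error of 0.1, which was set after the values had been compared, and the SD of the 3 library medians, or where the signs differed. The gaps for cxs (about -2.8 in Fig. 3G against -2.69 here, SD 0.605) and cxs *ldl2* (about -1.2 in Fig. 3G against -1.01 here, SD 0.892) exceeded the reading error and not the SD. For *suvh4/5/6*, the paper's median is about -0.2 in Fig. 3G, and the value here was -0.041. Of the alternatives set before the data were examined, leaving out *suvh4/5/6* replicate 1 gave -0.102, within the reading error, and no other did. For *suvh4/5/6 ldl2*, the paper's median is about -0.2 in Fig. 3G against 0.032 here, of opposite sign, and none of the alternatives set before the data were examined closed the gap. For *cmt2/3*, the paper's median is about -2.3 in Fig. 3G against -2.12 here, and none of these alternatives closed the gap. For *cmt2/3 ldl2*, the paper's median is about -1.0 in Fig. 3G against -0.789 here, and the alternatives that came within the reading error or the spread were the length of the longest transcript (-0.813), leaving out *cmt2/3 ldl2* replicate 1 (-0.901), and leaving out replicate 2 (-0.807). For sxc *ldl2*, the paper's median is about -1.5 in Fig. 3G against -1.28 here, and leaving out sxc *ldl2* replicate 2 gave -1.45.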

Other observations

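The comparisons with other splits of the libraries, the test of variation within genotypes behind the difference between cxs *ldl2* and sxc *ldl2*, the restriction of the repeated comparison to gene classes and strands, and the libraries left out of the reciprocal comparisons were chosen after the results had been seen, and the other tests of this part before.

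The reciprocal F1 plants were compared with and without functional *LDL2*. Between cxs and sxc, 1 gene was called changed (984 at an unadjusted P under 0.05), and 3 of the 10 splits of the 6 libraries gave as many. Between cxs *ldl2* and sxc *ldl2*, 950 genes were called, 485 higher and 465 lower in cxs *ldl2*. The balance reversed with a replicate block (581 and 601) and in 5 of the 6 fits with a library left out. This number was 5268 without cxs *ldl2* replicate 1, 0 without cxs *ldl2* replicate 2, 2 without sxc *ldl2* replicate 1, and 35 without sxc *ldl2* replicate 3. With the compared groups alone in the fit, 0 genes were called in either comparison. In the full fit, 2 of 10 splits gave as many calls, the largest other split giving 2397. A candidate explanation is variation among libraries of the same genotype. The main axis of that variation in the 21 libraries of the other 7 genotypes holds 38.8% of it over 15713 genes, and the changes between cxs *ldl2* and sxc *ldl2* correlated with it across genes with r = 0.642. Genes are not independent replicates. In cxs *ldl2* replicate 2 the TMM factor was 1.307 and the 10 most abundant genes took 5.1% of the counts, against 0.933 and 15% in replicate 1. The direction of the cross stays open as well. The difference of the *ldl2* effect between sxc and cxs was not past the threshold for the 194 genes as a set (fry, P = 0.287, median difference 0), with a P as small in 42 of 100 permutations of the labels, and 0 single genes were called (4436 at an unadjusted P under 0.05), a count for which splits show nothing, since all 100 reach 0. Without cxs *ldl2* replicate 1, 1112 genes were called.

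The comparison of cxs with WT was made in both experiments, with separate WT libraries. Over 341 TE genes with at least 1 CPM, the log2 fold changes correlated across genes (Pearson's r = 0.913, Spearman's rho = 0.73), and 123 TE genes were called in both, all 123 with the same sign. Over 18717 protein-coding genes, Pearson's r was 0.225 and Spearman's rho -0.312. Of the 60 protein-coding genes called in the experiment with *ldl2*, 93.3% had the same sign in the other, whereas of the 1535 called in the experiment with *ashh3*, 25.9% did. Strands counted differently in the tables are argued against as the cause, since among protein-coding genes counted on the same strand rho was -0.314. Variation among libraries of the same genotype could be another source, and the changes of the protein-coding genes correlated with its main axis in the experiment with *ldl2* with r = 0.246, a value that lies between those set to speak for and against it, so the 2 cannot be told apart. A difference in growth or sequencing between the experiments was not tested.

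The 14 ASHH3-regulated TE genes, which share 7 genes with the LDL2-regulated TE genes, were also followed in the experiment with *ldl2*. As a set they were higher in *ldl2* in sxc (fry, P = 5.71e-06, median log2 fold change 0.84), cxs (P = 0.000208, median 0.61), *cmt2/3* (P = 0.000103, median 0.92), and over both F1 crosses (P = 1.82e-07, median 0.64), and not in *suvh4/5/6* (P = 0.691, median 0.10), with permutations of the labels giving a P as small in 1 of 10, 1 of 10, 1 of 10, 1 of 100, and 6 of 10, in that order. Over all genes, 3 of the 14 were called higher over both F1 crosses and 7 when adjusted over the list alone.

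Other splits were also counted for the remaining comparisons. The 43 genes called between sxc *ldl2* and sxc were matched by 2 of 10 splits, the largest other split giving 275, and the 34 called in cxs by 2 of 10, the largest other giving 2194. For the 8 genes called in *suvh4/5/6* and the 21 in *cmt2/3*, the real split was the only 1 of 10. The same held for the number of LDL2-regulated TE genes called higher and for the set test in each of the 4 backgrounds, and for the number of these genes above WT in each of the 8 genotypes. Over both F1 crosses, 1 of 100 splits gave as many LDL2-regulated TE genes as the 48, and 1 of 100 as small a P for the set. In the experiment with *ashh3*, the real split was the only 1 of 10 for the 9 ASHH3-regulated TE genes called lower, for these genes as a set, and for the genes called in cxs and in cxs *ashh3* against WT. For 3 libraries against 3, 1 of 10 is the lowest share that can be had.

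*SUVH6* (AT2G22740), which is mutated in the *suvh4/5/6* parent, had 43.1 ± 6.93 CPM (SD, n = 3) in sxc *ldl2* and 15.9 ± 0.448 CPM in sxc (log2 fold change 1.44, SE 0.25, adjusted P = 0.00749, edgeR's quasi-likelihood test, up to 0.0631 with a library left out). In cxs *ldl2* it had 16.4 ± 2.52 CPM, lower than in sxc *ldl2* (log2 fold change -1.39, SE 0.24, adjusted P = 0.0291, up to 0.136 with a library left out). No explanation was tested. *IBM1* (AT3G07610) was lower than in WT (30 ± 1.58 CPM) in each of the 8 other genotypes of that experiment, with log2 fold changes from -1.23 in *suvh4/5/6* (adjusted P = 2.16e-06) to -0.74 in sxc *ldl2* (adjusted P = 0.00313, edgeR's quasi-likelihood test). These 8 comparisons share the 3 WT libraries and are not independent.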
